# miR-122 removal in the liver activates imprinted microRNAs and enables more effective microRNA-mediated gene repression

**DOI:** 10.1038/s41467-018-07786-7

**Published:** 2018-12-14

**Authors:** Paul N. Valdmanis, Hak Kyun Kim, Kirk Chu, Feijie Zhang, Jianpeng Xu, Elizabeth M. Munding, Jia Shen, Mark A. Kay

## Abstract

miR-122 is a highly expressed liver microRNA that is activated perinatally and aids in regulating cholesterol metabolism and promoting terminal differentiation of hepatocytes. Disrupting expression of miR-122 can re-activate embryo-expressed adult-silenced genes, ultimately leading to the development of hepatocellular carcinoma (HCC). Here we interrogate the liver transcriptome at various time points after genomic excision of miR-122 to determine the cellular consequences leading to oncogenesis. Loss of miR-122 leads to specific and progressive increases in expression of imprinted clusters of microRNAs and mRNA transcripts at the *Igf2* and *Dlk1-Dio3* loci that could be curbed by re-introduction of exogenous miR-122. mRNA targets of other abundant hepatic microRNAs are functionally repressed leading to widespread hepatic transcriptional de-regulation. Together, this reveals a transcriptomic framework for the hepatic response to loss of miR-122 and the outcome on other microRNAs and their cognate gene targets.

## Abstract (web summary)

miR-122 is a highly expressed microRNA in the liver. Here the authors analyse the mouse liver microRNA landscape following depletion of miR-122 and the impact that this has on its target mRNAs.

## Introduction

MicroRNAs mediate site-specific repression of mRNA targets through complementarity base pairing. The number of microRNA transcripts in mammals is about an order of magnitude less than the number of genes and their corresponding mRNAs. Consequently, while each mRNA species constitutes a small fraction of the total miRNAs in a cell, certain microRNAs have a much greater representation of the total microRNA pool and can exert a greater influence on their cellular microRNA counterparts. This discrepancy is especially notable in the liver where one major microRNA, miR-122, accounts for the bulk (~70%) of liver microRNA read counts, which is in contrast to abundant mRNAs such as Transferrin (*Trf*) that represent no more than 1–2% of total mRNA reads^1^. The liver represents an ideal organ for studying microRNA biology given its accessibility and ease of transduction of the vast majority of hepatocytes by recombinant adeno-associated virus (rAAV) vectors^2^. Our work evaluating the effect that high small hairpin RNA (shRNA) expression has on liver microRNA levels and particularly the various abundant isoforms of miR-122-5p has established guidelines for identifying and interpreting other situations where miR-122 isoforms are altered^3^. miR-122-5p is initially synthesized as a 22-nt species which is further mono-adenylated^4^ or mono-uridylated^3^ to a 23-nt species or trimmed by one nucleotide to a 21-nt isoform. The 22-nt isoform of miR-122 is specifically competed by shRNAs.

Several studies have sought to address the quantification of microRNAs and their role in reduction of target mRNAs^1,5–7^. The contribution of various inhibitors of abundant microRNAs, especially miR-122, has also been evaluated^8–10^, though this is generally restricted to the existing targets of the microRNA in question. It is still unclear how the absence of miR-122 affects the relative abundance and function of other microRNAs in the mouse liver. Upon elimination of newly synthesized miR-122, we established the kinetics of miR-122 loss, identified a pathway of processing intermediates for mature miR-122-5p, determined the hepatic microRNAs that are activated in response to miR-122 loss and identified the consequences to mRNAs that are targets of other highly expressed microRNAs in the liver. This provides transcriptional responses in the liver leading to HCC. Collectively, this establishes a quantitative framework for the function of a highly abundant microRNA in the context of cellular mRNAs and microRNA counterparts.

## Results

### miR-122 progressively declines after genomic excision

To identify how quickly miR-122 is degraded, we administered 1×10^12^ vector genomes of rAAV8-Ef1a-Cre in adult mice with Lox-P sites surrounding pre-miR-122 to remove miR-122 and harvested liver samples at various time points in as we have previously performed^3^. This revealed a consistent drop in miR-122 expression relative to the expression of all microRNAs (Fig. 1a, Supplementary Data 1). This effect was quite pronounced, commencing as early as 1−2 days post-transduction (Fig. 1a).

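The small RNA libraries of these livers analysed here come from 24 mice, 1 library per mouse. Uninjected mice (day 0) and days 7, 14, 21 and 45 after rAAV-Cre have 3 mice each, with replicates named A, B and C. Days 1, 2, 3, 10, 17, 25, 36, 100 and 200 have 1 mouse each. A legend of the paper gives 3 mice for day 200, where 1 library was analysed here. None of these mice is listed with a control vector. Effects of rAAV or Cre can therefore not be set apart from loss of miR-122 in comparisons with day 0.
The authors aligned the reads to the known mouse microRNAs with Bowtie, which places short reads on reference sequences, and scaled the reads of each microRNA to RPM. The deposited values carry an added 1. With it removed, the low values of each library are whole multiples of what 1 read is worth there. The reads behind each of the 479 listed microRNAs were recovered from that step. Uninjected livers gave 808816, 618465 and 743178 microRNA reads, day 7 gave 399991, 588252 and 716548, day 14 gave 253917, 522310 and 643487, day 21 gave 501091, 494373 and 866333, and day 45 gave 80092, 193916 and 533626. The single libraries held from 160894 (day 17) to 771394 (day 200) reads.
The share of miR-122 was taken over all listed microRNA reads. Where a value rests on 1 library, a 95% Wilson interval is given. Such an interval covers the counting error of the reads alone, not the difference between mice or copies of 1 molecule made by PCR. Groups of 3 mice were compared with an exact two-sided permutation test, whose smallest possible p with 3 mice against 3 is 0.1.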

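miR-122 made up 66.4 ± 7.06% (SD, n = 3 mice) of microRNA reads before injection. The share was 52.0 ± 3.31% at day 7, 22.9 ± 3.97% at day 14 and 11.3 ± 2.70% at day 21 (n = 3 each), or 1.28-, 2.90- and 5.86-fold lower than in the uninjected mice. In each of these groups all 3 mice lay below all 3 uninjected mice (exact permutation p = 0.1, the smallest possible). A set of mice without any change would be split this way in 10% of draws. The mice sampled once gave 33.1% at day 10 (33.0–33.3%), 12.7% at day 17 (12.6–12.9%), 6.28% at day 25 (6.21–6.35%) and 11.4% at day 36 (11.3–11.5%). The day 36 liver held more miR-122 than the day 25 liver and fell inside the day 21 range of 8.22% to 13.2%.
A share of all reads moves little while 1 microRNA dominates the library. The number of miR-122 reads per read of any other microRNA was 2.06 ± 0.650 at day 0, 1.09 ± 0.146 at day 7, 0.299 ± 0.0659 at day 14 and 0.128 ± 0.0338 at day 21.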

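The liver taken at day 1 held 77.8% miR-122 (77.6–77.9%), above the uninjected mice A, B and C with 73.3%, 59.2% and 66.7%. At day 2 the share was 61.2% (61.1–61.4%), between the uninjected mice, and at day 3 it was 52.3% (52.2–52.5%), below all of them. Each of these days is 1 mouse, so the spread between mice at days 1 to 3 is not known. The uninjected mice differ from each other by more than the widths of these intervals.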

**Fig. 1:**
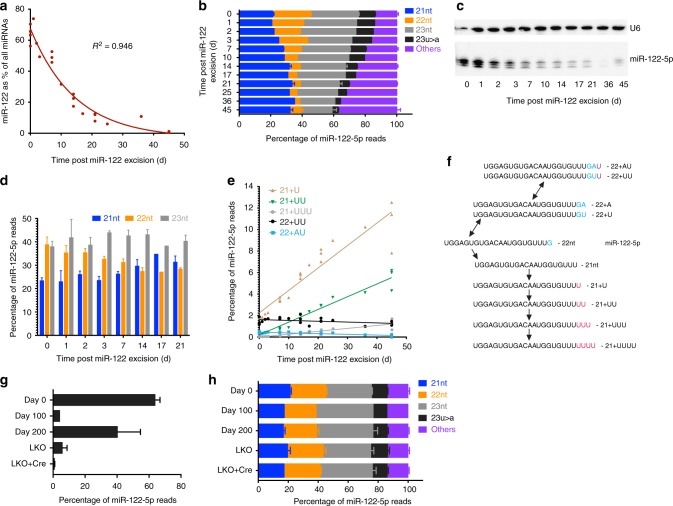
miR-122 has a consistent degradation pattern but remains expressed from a subset of cells. **a** Percentage of small RNA-seq reads that map to miR-122 relative to all other microRNAs in livers of miR-122 floxed mice at various time points after receiving 1×10^12^ vector genomes of rAAV8-Cre (*n* = 1 mouse per point on the graph). **b** Relative abundance of main isoforms of miR-122-5p from small RNA-seq data (*n* = 3 mice for days 0, 7, 14, 21, and 45, error bars are s.e.m.; *n* *=* 1 for the remaining timepoints). **c** Small RNA northern blot of miR-122 expression in mouse livers at various timepoints after miR-122 excision. **d** Quantification of bands from **c**. **e** Proportion of rare miR-122-5p isoforms relative to all mapped microRNAs. **f** Schematic of the processing of miR-122-5p isoforms. **g** Percentage of miR-122 relative to all microRNAs at longer time periods after miR-122 removal and in mice expressing Cre under the Albumin promoter leading to a liver-specific knockout of miR-122 (LKO) (*n* *=* 3 for days 0 and 200, *n* *=* 2 for LKO and LKO + Cre and *n* *=* 1 for day 100). **h** miR-122-5p isoform distributions of samples from **g**

### miR-122-5p degradation occurs through poly-uridylation

In our previous data, we found that the 22-nt isoform of miR-122-5p is the first to be generated and the first to be degraded after excision of miR-122 ^3^. We could extend this data to note that the 22-nt to 21-nt isoform ratio of miR-122-5p consistently drops after miR-122 removal (Fig. 1b), confirmed by small RNA northern blot quantification (Fig. 1c, d). Indeed, the levels of the 22-nt and 23-nt terminating in “U” had a more rapid decline relative to all microRNA read counts compared to the 21 nt and 23 nt terminating in “A” (Supplementary Figure 1a, b). This suggests that the stability of these two pairs of isoforms is biologically intertwined and is in equilibrium in hepatocytes. Several additional rare isoforms of miR-122-5p also were detected, such as mono-uridylation or adenylation of a 23U or 23A isoform, that decreased in abundance in a manner proportional to other more common miR-122-5p species. Conversely, we found that mono- and poly-uridylation of the 21-nt isoform of miR-122-5p constituted a greater proportion of total miR-122-5p reads as the absolute level of miR-122 dropped. For instance, mono-uridylation of the 21-nt species (21+U) typically represents ~1.5% of total miR-122-5p reads but increased to 6.7% of miR-122 reads by 17 days post-Cre removal and accounted for more reads than the 22-nt isoform at this point (Fig. 1e). The levels of this 21+U species remained constant relative to all microRNA reads for the first 25 days strongly suggesting that this is a degradation intermediate that is continuously replenished until miR-122 is eliminated (Supplementary Figure 1a). It also indicates that our sequencing is likely normalized well between samples. Thus, miR-122-5p degradation proceeds through the nontemplated uridine addition of the 21-nt isoform (Fig. 1f).

### miR-122 regains expression after near-complete liver removal

The nadir of miR-122 expression occurred at 45 days post-Cre delivery where it constituted <1% of miRNA reads. 

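At day 45 miR-122 accounted for 0.839 ± 0.426% of microRNA reads (n = 3 mice), with 0.908% in replicate A, 0.383% in B and 1.23% in C. The mean is 79.1-fold below that of the uninjected mice (log2 ratio −6.31, exact two-sided permutation p = 0.1, the smallest possible). Leaving out 1 mouse at a time gave log2 ratios from −6.68 to −5.96. Taken as reads per read of other microRNAs, the setting that moved the value most, the log2 ratio was −7.93. These 3 livers have the lowest shares of all 24 mice.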

Surprisingly by ~100 days, miR-122 slightly rebounded in expression to ~4% of total microRNA reads and leads to ~40% of reads by 200 days (Fig. 1g). 

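The liver of day 100 held 4.46% miR-122 (4.40–4.52%), and that of day 200 held 19.1% (19.0–19.2%). Both lie above the highest of the mice at the nadir. Relative to the reads of all other microRNAs the values were 0.0466 and 0.236. With 1 mouse at each time, the difference between mice cannot be separated from the difference between days.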

Based on our previous work, these reads represent new miR-122 because the isoform distribution profile and 22-nt to 21-nt ratios of miR-122 matches that of wild-type mice and we no longer observe the levels of the 21+U degradation byproducts to any greater extent than wild-type mice (Fig. 1h). DNA levels corresponding to the wild-type MiR122 locus also initially diminished rapidly and then partially rebounded at the 200-day timepoint (Supplementary Figure 1c). The new miR-122 species may reflect the selective growth advantage of hepatocytes that have escaped rAAV transduction and Cre removal, analogous to what was observed in Dicer^−/−^ hepatocytes^11^. Notably, liver-specific miR-122^−/−^ mice (Cre expressed under the Albumin promoter)^12^ also retain some expression of miR-122 at ~6% of total liver microRNAs (Fig. 1g), again with an isoform distribution profile similar to wild-type mice (Fig. 1h). Therefore, some as yet unidentified conditions permit miR-122-expressing cells to re-emerge in the liver after near-complete ablation. Consequently, rare hepatocytes that retain expression of miR-122 may exert some selective advantage over their nonexpressing counterparts.

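The 2 livers with Cre under the Albumin promoter (LKO, liver-specific knockout) held 9.38% (9.29–9.48%) and 3.09% (3.04–3.13%) miR-122, a mean of 6.23 ± 4.45%, from 362893 and 526295 microRNA reads. The mean rests on 2 unlike livers, whose intervals lie far apart. From miR-122 that returns after rAAV-Cre and miR-122 that persists in the LKO, with isoforms like those of wild-type mice, the paper holds it possible that hepatocytes which kept the gene have an advantage over the others.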

### miR-122-5p-22 nt is most abundant in the postnatal liver

Given our understanding of the degradation process of miR-122, we wanted to establish if a converse pattern of miR-122 expression (and its isoforms) could be found in the developing mouse liver. Consequently, we performed small RNA-seq of liver samples commencing at embryo day E14.5 and including several early postnatal timepoints. miR-122 was quickly activated in development and already accounted for 39% percent of liver microRNA read counts at birth, reaching adult liver levels by 3 weeks of age (Fig. 2a). 

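Wild-type livers of 2 embryos each at E14 and E18 were sequenced, of 2 mice each at postnatal days P1, P8 and P270, and of 1 mouse each at P12, P17, P21 and P28, where the labels name E14 and E18 for what the paper calls E14.5 and E18.5. Supplementary Data 1 heads the same postnatal columns in weeks and months (P1 as 1 week, P21 and P28 as 4 weeks), so that the postnatal ages are in doubt. The ages of the labels are used. Their 14 libraries, like those of the LKO, were read as described for the floxed mice. The lowest hold 34105 reads (E14 replicate A), 100872 (P270 replicate A) and 201947 (P28).
At E14 miR-122 made up 0.425% (145 reads) and 0.114% (0.104–0.125%) of microRNA reads, and at E18 27.2% and 41.7%. The P1 livers held 43.0% and 71.7%, a mean of 57.3 ± 20.3% (n = 2), and P8 66.5% and 82.9%. Single livers gave 73.7% at P12, 67.5% at P17, 89.5% at P21 and 83.0% at P28. At P270 the values were 78.4% and 68.4%, against 59.2% to 73.3% in the adult uninjected floxed mice.
In 3 libraries the listed RPM add up to less than in the others (1000477 in day 0 replicate A): 677316 in E14 replicate A, 661610 in P28 and 517113 in P270 replicate A. Taken over the authors' total instead of the listed reads, their miR-122 shares would be 0.288%, 54.9% and 40.5%. The other developmental libraries do not move.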

Not surprisingly, the 22-nt species constituted the bulk of reads, initially with a 22:21 nt ratio of 3.72 at birth (Fig. 2b). This abundance of the 22-nt species dropped consistently in the postnatal mouse and reached levels of the typical adult mouse by 4 weeks of age (Fig. 2c). Importantly, levels of the 21+U and 21+UU degradation byproducts only started to appear at later timepoints after birth (Fig. 2c). Together, our results confirm that miR-122 is first expressed late in embryonic development^13^. 

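Expressed as reads of miR-122 per read of any other microRNA, the E14 livers gave 0.00427 and 0.00114, and the E18 livers 0.375 and 0.715. No test was run on 2 embryos against 2. The paper concludes, from these reads together with its blots of the same stages, that expression of the mature microRNA begins late in the embryo.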

Our analysis of the miR-122 isoforms that begin to accumulate during fetal development are the direct converse of miR-122 isoform patterns after Cre-mediated miR-122 removal.

**Fig. 2:**
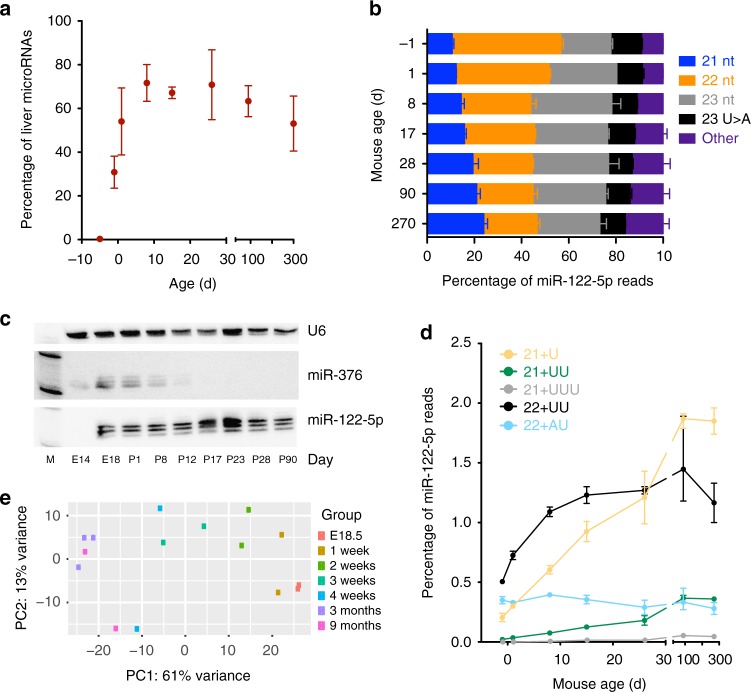
Levels of miR-122 and its various isoforms in the developing mouse liver. **a** Percentage of reads that map to miR-122 relative to all microRNAs in mouse embryonic and adult livers (*n* = 2 mice per condition, shown are mean and range). **b** miR-122-5p predominant isoforms at various peri- and postnatal time points. **c** Small RNA northern blot of miR-122 levels. **d** Abundance of rare miR-122-5p isoforms relative to all microRNA reads (*n* = 2 mice per condition, shown are mean and range). **e** Principle component analysis of mouse liver small RNA-seq reads at various ages

### Oncogenic microRNAs negatively correlate with miR-122 levels

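When miR-122 falls from most of the library to almost none, the RPM of every other microRNA rises even if its amount stays the same. Reads of the other microRNAs were therefore divided by the sum of all microRNA reads except those of miR-122, and RPM of the other microRNAs means this quantity from here on. The reads left for this were between 216029 and 252509 in the uninjected livers and 79365, 193174 and 527077 at day 45. A microRNA with 0 reads may still have a true count of up to 3 (95% limit), which is 13.9 RPM in the shallowest uninjected library, and 37.8, 15.5 and 5.69 RPM in the day 45 replicates A, B and C.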

To evaluate whether eliminating miR-122 influences temporal expression of other microRNAs, we compared normalized read per million mapped microRNA counts for each microRNA after excluding counts that map to miR-122. 

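Of the microRNAs other than miR-122, 253 reached a mean of 10 RPM over the 15 libraries of days 0, 7, 14, 21 and 45 and were tested with limma, a linear model that borrows variance across genes. At an adjusted p of 0.05 (Benjamini-Hochberg within each comparison), limma called 1 microRNA at day 7, 3 at day 14, 13 at day 21 and 52 at day 45. The numbers at an unadjusted p of 0.05 were 13, 39, 46 and 66.
The chr12qF1 and Igf2 loci hold 33 of the tested microRNAs. Of the other 220, limma called 1, 3, 6 and 20 at the 4 times. At day 45, 19 of these were higher and 1 was lower, 33 had an unadjusted p below 0.05, and 70.9% were within 1 log2 unit of their day 0 mean (median log2 fold change 0.30). The rises run from 1.29 (miR-15b) to 3.51 (miR-296), and the fall is miR-802. With 1 mouse left out at a time, 10 (without day 45 replicate B) to 20 of the 220 were called. Without day 0 replicate C, 14 of the called were higher and 6 lower.
Scaling moved these numbers most. Over all reads including miR-122, 131 of the 220 were called at day 45, all of them higher, and their median rose to 1.75. With each library centred on its median log ratio, 40 of 46 calls were higher instead of 51 of 52, and 15 of the 220 were called.
miR-21, used by the paper as a control, had 95403 ± 112172 RPM at day 0 and 84541 ± 36923 at day 45 (log2 0.51, SE 0.71, limma adjusted p 0.71). Without day 0 replicate C its change was −0.34 and without B 1.52. let-7a-2 changed by −0.16, miR-30e by −0.38, miR-1-1 by −0.63 and miR-1-2 by −1.59, none past the threshold.

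**Figure D1:**
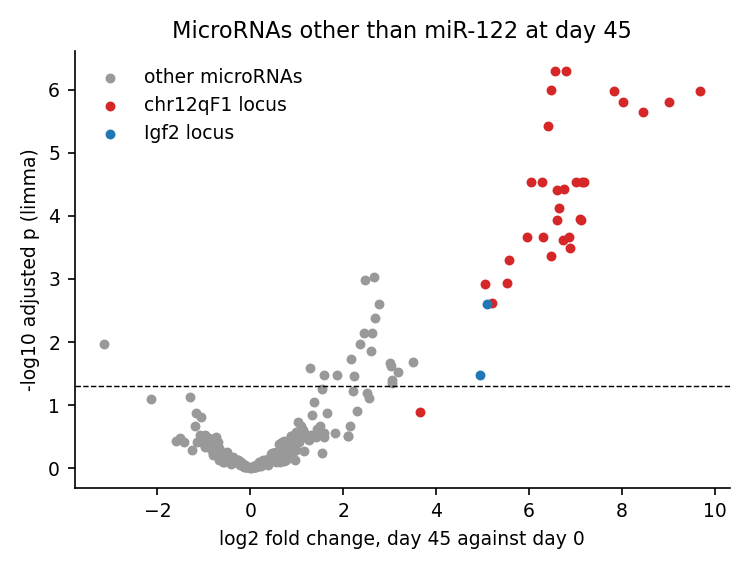
Change of 253 microRNAs other than miR-122 at day 45 (x axis, log2 fold change against day 0) and limma adjusted p (y axis, −log10, dashed line at 0.05). The chr12qF1 microRNAs have a median log2 fold change of 6.64, the 220 outside the chr12qF1 and Igf2 loci one of 0.30.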

Under these parameters, as expected, the vast majority of microRNAs did not change in relative expression (Supplementary Figure 2). However, several microRNAs present in imprinted loci became markedly activated over time including miR-483 and miR-675 at the *Igf2* locus and nearly all microRNAs on the *Dlk1-Dio3* locus on mouse chromosome 12qF1, represented by miR-127 and miR-376a (Fig. 3a, b). 

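The 40 chr12qF1 microRNAs marked in the paper made up 0.0305 ± 0.00266% of the reads other than miR-122 at day 0 (n = 3), 0.0462 ± 0.00918% at day 7, 0.0758 ± 0.0183% at day 14, 0.209 ± 0.152% at day 21 and 3.98 ± 2.78% at day 45. The log2 ratios to day 0 are 0.60, 1.31, 2.77 and 7.03, or 1.51-, 2.48-, 6.83- and 130-fold. At each time all 3 mice lay above all 3 uninjected mice (exact two-sided permutation p = 0.1, the smallest possible, reached by chance in 10% of draws). Replicate C carries much of the day 21 value, which is 1.99 without it. The day 45 mice A, B and C had 1.07%, 4.28% and 6.61%. Of the other settings, scaling to all reads including miR-122 moved the day 45 ratio most, to 8.58, and a wider list of 53 cluster members left it at 7.02.
Of the 31 chr12qF1 microRNAs tested in limma, 0, 0, 7 and 30 were called higher at days 7, 14, 21 and 45. Adjusted over the list alone the counts are 0, 4, 13 and 31. Their median log2 fold change at day 45 is 6.64. For 23 of them the 3 uninjected livers held 3 reads or fewer each. With the highest 95% upper Poisson limit of these reads in place of the day 0 mean of these 23, the median of the 31 is 4.09 (3.86 to 4.43 with 1 mouse of day 45 left out of the 23). miR-127 went from 83.1 ± 43.5 to 9177 ± 8988 RPM, or 4424 without day 45 replicate C (log2 6.05, SE 0.88, limma adjusted p 2.9e-05), and miR-376a from 57.3 ± 27.3 to 6069 ± 3587 RPM (log2 6.56, SE 0.64, adjusted p 5.0e-07). The largest limma rises are those of miR-665 (9.69, at least 91.1-fold by the same limit), miR-299 (9.02, at least 58.2-fold), miR-376b (8.45, at least 75.7-fold), miR-154 (8.02, at least 119-fold) and miR-434 (7.84, at least 19.8-fold). Without day 45 replicate C the limits of miR-299 and miR-154 are 23.0-fold and 55.7-fold. miR-410 did not reach the level for testing. It had 30.3 RPM at day 45 and 0 reads at day 0, which is at least 2.18-fold.
At the Igf2 locus, miR-483 and miR-675 had 0 reads in every uninjected liver. Their sum was 3.04 ± 2.90 RPM at day 7, 0.655 ± 1.13 at day 14 and 3.87 ± 3.57 at day 21, all below the day 0 limit. At day 45 the mice A, B and C had 113, 481 and 9.52 RPM from 9, 93 and 5 reads. The mean was 201 ± 248 RPM against a limit of 13.9 RPM at day 0 (exact permutation p = 0.1, the smallest possible). Replicate C lies below that limit, so this p takes the day 0 counts of 0 as exact. miR-483 had 75.6, 383 and 0 RPM in these mice and a mean at least 11.0-fold higher (log2 4.95, SE 1.61, limma adjusted p 0.033). That limit rests on replicate B and is 2.72-fold without it, and 16.5-fold without C. It missed the threshold in 5 of the 6 fits that leave out 1 mouse. miR-675 averaged 48.6 RPM, or 23.7 without replicate B, against the same limit (log2 5.10, SE 1.17, adjusted p 0.0025).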

Activation of microRNAs at the *chr12qF1* locus alone has been implicated in the development of hepatocellular carcinoma (HCC) in several contexts^14,15^ including in miR-122 knockout mice^16^ and is a signature we have also found in *Kras*^*G12D*^-induced lung adenocarcinoma^17^, though notably the mouse lung cancer samples did not have activated miR-483 or miR-675 expression. Consistently increased expression of the combined *chr12qF1* locus microRNAs (but not a control microRNA, miR-21) is observed when comparing microRNA read counts from small RNA-seq of miR-122^−/−^ mice relative to their age-matched wild-type counterparts (Fig. 3c, d). Delivery of miR-122 by rAAV vectors reduces imprinted microRNA levels at the chr12qF1 locus in miR-122 knockout mice (Fig. 3d) and may explain the reduction in tumor incidence when miR-122 is administered by hydrodynamic tail vein injection to miR-122^−/−^ mice^18^. 

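The same shares of reads other than miR-122 were taken in the developing wild-type livers. chr12qF1 microRNAs made up 7.70% and 4.56% at E14, 27.0% and 23.2% at E18, 19.9% and 20.7% at P1, and 12.2% and 16.7% at P8. Single livers gave 4.97% at P12, 1.65% at P17, 0.819% at P21 and 0.555% at P28. The P270 livers gave 0.0457% and 0.0355%, close to the uninjected adult floxed mice. At the Igf2 locus, miR-483 and miR-675 together had 295 and 1222 RPM at E14, 5944 and 5439 at E18, 9324 and 3966 at P1, 3681 and 13711 at P8, 5613 at P12, 1740.2 at P17, 240.0 at P21 and 87.4 at P28. Neither P270 liver held a read of them, which allows up to 137 and 11.7 RPM. The 3 libraries whose listed RPM fall short miss reads that may belong to other microRNAs, which would lower these shares.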

Levels of *chr12qF1* and *Igf2* locus microRNAs were initially high in developmental stages and quickly decreased in relative abundance after birth (Fig. 3e). When analyzing normalized small RNA-seq data^3^ from mice with and without miR-122^−/−^ (after removing read counts that map to miR-122), *chr12qF1* and *Igf2* locus microRNAs are notably activated (Fig. 3f), which matches the levels of *chr12qF1* and *Igf2* microRNA levels in *Mir122* knockout mice (Fig. 3g). The expression of *chr12qF1* and *Igf2* locus microRNAs continues to increase even after the 100-day timepoint when miR-122 becomes re-expressed, though they begin to taper off. 

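The liver of day 100 held 7.28% chr12qF1 microRNAs among the reads other than miR-122, and that of day 200 held 5.19%. The Igf2 locus microRNAs had 5149 and 3733 RPM. For chr12qF1 both values lie within or near the range of the 3 mice at day 45, and for the Igf2 locus both lie above the highest of them. Taken over all reads including miR-122, chr12qF1 fell from 69531 RPM at day 100 to 42004 at day 200. Each of the later times is 1 mouse. Between the earlier times, single livers had 0.365% chr12qF1 microRNAs at day 25 and 0.259% at day 36.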

Immunohistochemistry of mouse liver sections 200 days after rAAV-Cre indicates marked fibrosis as has been described for miR-122 knockout mice (Supplementary Figure 3)^12,18^. Together this suggests a mechanism connecting miR-122 loss with microRNAs implicated in the development of HCC.

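Across the 24 floxed mice, the log2 share of the chr12qF1 microRNAs among the reads other than miR-122 had a Pearson correlation of −0.83 with the log2 share of miR-122 (permutation p = 2e-05) and a Spearman correlation of −0.91 (permutation p = 1e-05, the smallest possible with 100000 permutations, two-sided). Without the 2 mice farthest from the median miR-122 share (day 45 replicates A and B) the Pearson correlation was −0.82. It was −0.96 in the 22 mice up to day 45. Time after rAAV-Cre and miR-122 fall together in these mice, so the correlation does not tell them apart. The livers of days 100 and 200 lie off the common line, with high chr12qF1 shares beside returning miR-122. From several lines of evidence, among them values not analysed here, the paper proposes that loss of miR-122 is tied to microRNAs with a part in hepatocellular carcinoma.

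**Figure D2:**
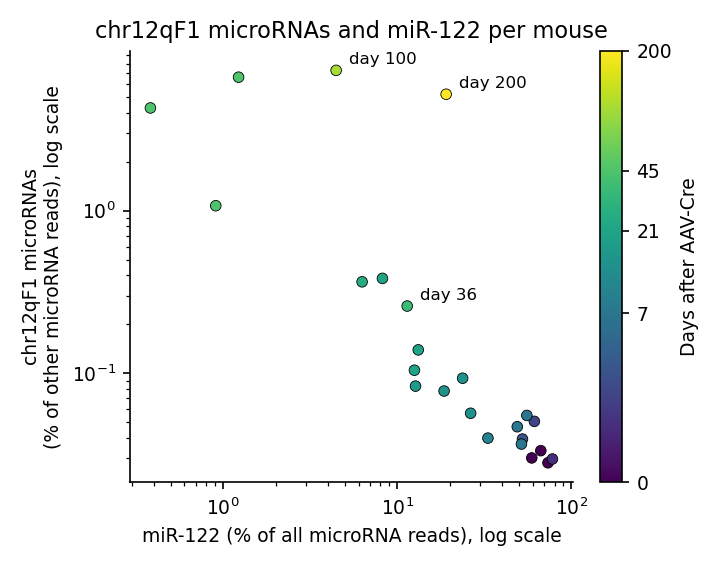
Share of chr12qF1 microRNAs among reads other than miR-122 (y axis, %, log scale) against the share of miR-122 among all microRNA reads (x axis, %, log scale) in 24 mice, coloured by day. The mouse of day 200 has 19.1% miR-122 and 5.19% chr12qF1 microRNAs, the mouse of day 36 11.4% and 0.259%.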

**Fig. 3:**
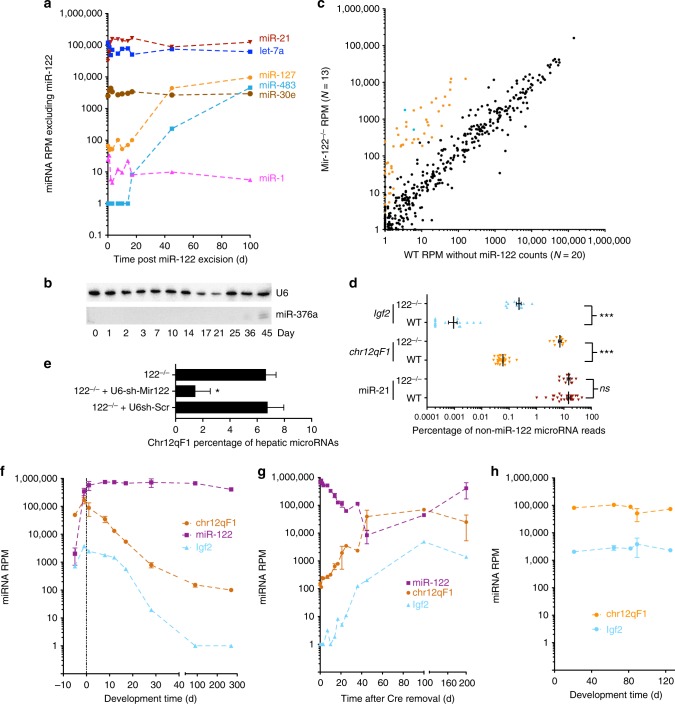
Some microRNAs are altered by miR-122 removal, but these are largely in imprinted loci. **a** Reads per million mapped microRNAs (RPM) values for all selected microRNAs at various timepoints after Cre-mediated miR-122 removal including miR-127 at the chr12qF1 *Dlk1-Dio3* locus and miR-483 at the *Igf2* locus (*n* *=* 3 for days 0, 7, 14, 21, 45, and 200; *n* *=* 1 for remaining timepoints). **b** Small RNA northern blot of miR-376a, present on the *chr12qF1* locus at various points following miR-122 excision. **c** Scatterplot of mean expression per microRNA for small RNA-seq RPM values in miR-122^–/–^ mouse livers relative to wild-type mouse livers. MicroRNAs that map to the chr12qF1 microRNA locus are highlighted in red while those at the *Igf2* locus are blue (*n* *=* 13 for miR-122^–/–^ and *n* *=* 20 for WT). **d** Comparison of mean expression, expressed as a percentage of total microRNA reads, for miR-21 and the combined normalized read counts for all microRNAs at the chr12qF1 locus (*n* *=* 13 for miR-122^–/–^ and *n* *=* 28 for WT). **e** Levels of chr12qF1 microRNAs after delivery of an shRNA expressing Mir122 or a control shRNA in miR-122^–/–^ mouse livers (*n* *=* 7 mouse livers for 122^−/−^ and 122^−/−^ + U6-sh-Scr, *n* = 3 mouse livers for 122^−/−^ + U6-sh-miR-122). **f** Expression of miR-122 and all cumulative reads mapping to *chr12qF1* microRNAs at various timepoints during mouse development. **g** Expression of miR-122 and all cumulative reads mapping to *chr12qF1* microRNAs at various timepoints following Cre-mediated miR-122 excision (*n* *=* 3 for days 0, 7, 14, 21, 45, and 200; *n* *=* 1 for remaining timepoints). **h** Expression of *chr12qF1* and *Igf2* locus microRNAs at various timepoints in miR-122^–/–^ mouse livers

### Other miRNAs have improved repressiveness without miR-122

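RNA-seq of 14 livers is analysed here, 1 library per mouse: 3 uninjected floxed mice (day 0), 3 mice each at days 21 and 45 after rAAV-Cre, 1 mouse each at days 100 and 200, which the paper joins into 1 group, and 3 germline miR-122 knockout mice. Replicates are named A, B and C, and mice with the same letter in 2 groups are not the same animal. No mouse is listed with a control vector, so effects of rAAV or Cre are not set apart from loss of miR-122. The authors sequenced poly-A RNA in pairs of reads, aligned it with TopHat and estimated FPKM (fragments per length of transcript and per sequenced fragment) with Cufflinks, scaled to the upper quartile. The table holds 22308 rows and 21888 gene symbols.
The FPKM values carry no read counts. In the lowest values of each library, steps the size of 1 fragment can be seen, which gives an effective depth of 44.3 to 47.2 M fragments at day 0, 32.9 to 41.6 M at day 21, 35.8 to 46.9 M at day 45, 34.5 and 37.0 M at days 100 and 200, and 21.7 to 27.3 M in the knockout. FPKM were compared as log2(FPKM + 1) in 1 limma fit of all groups, over 11354 genes with a mean of at least 1 FPKM. The knockout mice are not floxed mice, so differences of strain or colony, which were not tested, cannot be set apart from the knockout in their comparison with day 0.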

To elucidate how targets of miR-122 and other microRNAs are affected by the loss of miR-122, we performed RNA-seq on mouse liver samples at various stages (21, 45, and 200 days) after Cre-mediated miR-122 removal (Supplementary Data 2). Levels of Cre, as measured by mRNA transcripts from RNA-seq data reveal sustained expression at the 21- and 45-day timepoints and drop-off soon after (Supplementary Figure 4a). The loss of pre-miR-122 was also evident and nearly complete by 21 days (Fig. 4g, h). This corresponded to an increase in the relative expression of the primary long noncoding miR-122 transcript over time (Fig. 4g, h). Finally, loss of the miR-122 precursor region and loss of the ability of Drosha to cleave and terminate transcription, as has been demonstrated previously^19^, led to an extension of the primary transcript by 11–12 kb until reaching the adjacent gene, *Alpk2*, that is transcribed in the antisense orientation (Fig. 4g). Whether the long, extended transcript has a function in these mice is unknown. Not surprisingly, miR-122 targets were de-repressed and demonstrated an increase in expression in all evaluated timepoints (Fig. 4a). 

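Predicted targets were the lists given with the paper. Of the miR-122 targets 129 could be tested. Their median log2 fold change was 0.44 at day 21, 0.59 at day 45 and 0.73 at days 100 and 200, against 0.058, 0.20 and 0.31 for all other tested genes. The shift between these medians was 0.38, 0.39 and 0.42, and 112, 116 and 116 of the 129 targets were higher than at day 0. In the knockout the shift was 0.12, with 81 of 129 higher.
The shifts were tested two-sided with camera, a limma test of a gene set against all other genes, at its preset correlation of 0.01 and adjusted over 20 set tests. The camera adjusted p is 3.3e-08, 2.9e-05, 3.0e-04 and 0.040 for day 21, day 45, days 100 and 200 and the knockout. With fry, which tests a set by itself, the first 3 stay past 0.05 (0.020, 0.0017 and 0.0017) and the knockout does not (0.078). With a correlation estimated from the residuals of the set, none of the 20 set tests passes (adjusted p 0.96). No list of 10000 random lists of the same size and expression reached the target median at day 21, day 45 or days 100 and 200. In the knockout 97.51% of the lists lay below it.
Per mouse the shift at day 45 was 0.38, 0.42 and 0.27 in replicates A, B and C. Leaving out 1 mouse at a time gave 0.34 to 0.43. In the knockout the mice had −0.17, 0.056 and 0.37, and leaving out replicate C turned the shift to −0.082. The numbers depend on how libraries are scaled. The median of all tested genes at day 45 is 0.20 with FPKM as deposited, 0.10 with equal upper quartiles and −0.085 after quantile normalization.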

We additionally found increased abundance of *Mirg* and *Rian*, host genes of the chr12qF1 microRNAs (Supplementary Data 2), indicating both precursor and mature chr12qF1 microRNAs are elevated. 

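Mirg (chr12:110973191–110987667, mm9) rose from 0.0253 ± 0.0318 FPKM at day 0 to 0.720 ± 0.772 at day 21, 8.15 ± 4.44 at day 45 (n = 3 each) and 8.70 ± 3.97 at days 100 and 200 (n = 2). Rian (chr12:110842155–110899921) rose from 0.198 ± 0.0647 to 2.87 ± 2.58, 32.2 ± 17.8 and 39.9 ± 15.4 FPKM. On the log2(FPKM + 1) scale, the changes of Mirg are 0.66 (SE 0.38, limma adjusted p 0.35), 3.02 (SE 0.38, adjusted p 4.1e-04) and 3.18 (SE 0.42, adjusted p 2.5e-04). Those of Rian are 1.49 (SE 0.56, limma adjusted p 0.13), 4.59 (SE 0.56, adjusted p 3.7e-04) and 5.04 (SE 0.63, adjusted p 1.8e-04). Day 21 replicate C has the highest value of its group in both genes, 1.60 and 5.80 FPKM.
Meg3, at the start of the same transcribed region (chr12:110779206–110809939), went from 0.307 ± 0.111 to 54.5 ± 38.8 FPKM at day 45 (log2 5.03, SE 0.63, limma adjusted p 4.4e-04). The flanking genes Dlk1 and Dio3 had 0.00167 and 0.086 FPKM at day 0 and 1.45 ± 1.81 and 0.065 ± 0.0214 at day 45, and were not tested at the level chosen. At the Igf2 locus H19 rose from 0.976 to 434 ± 391 FPKM (log2 7.25, SE 0.86, adjusted p 3.4e-04) and Igf2 from 0.746 to 99.5 ± 136 (log2 4.51, SE 1.12, adjusted p 0.011).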

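Of the predicted targets of other microRNAs, 191 of miR-21, 818 of miR-30, 379 of miR-410, 64 of miR-483 and 635 of let-7 were compared in the same way, let-7 without a test, since its list holds fewer genes than the paper states. At day 45 their median log2 fold changes were 0.16, 0.17, 0.16, 0.091 and 0.15, against 0.20 for other genes. The shifts were −0.045, −0.033, −0.039 and −0.11 for miR-21, miR-30, miR-410 and miR-483 (camera adjusted p 0.49, 0.81, 0.77 and 0.62) and −0.052 for let-7. At days 100 and 200 they were −0.021, −0.025, −0.029, −0.030 and 0.0045 (camera adjusted p 0.67, 0.75, 0.89 and 0.89 for the first 4), and at day 21 0.059, 0.053, 0.046, −0.034 and 0.027. Of the targets 134 of 191, 586 of 818, 271 of 379 and 42 of 64 were higher at day 45 than at day 0.
Against 10000 random lists matched on expression, the day 45 medians of miR-21, miR-30, miR-410 and miR-483 stand at the percentiles 3.73, 0.19, 3.18 and 3.27. Random lists take genes as independent of each other, unlike camera, and give smaller p values. Leaving out day 0 replicate B turns the miR-30 shift at day 45 to 0.014. In the knockout the shifts are −0.42, −0.28, −0.27 and −0.087 (camera adjusted p 9.5e-04, 0.0020, 0.0054 and 0.47) and −0.24 for let-7. None of these passes with fry or with the estimated correlation. Knockout replicate C alone gives 0.060, 0.060 and 0.075 for miR-21, miR-30 and miR-410.

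**Figure D3:**
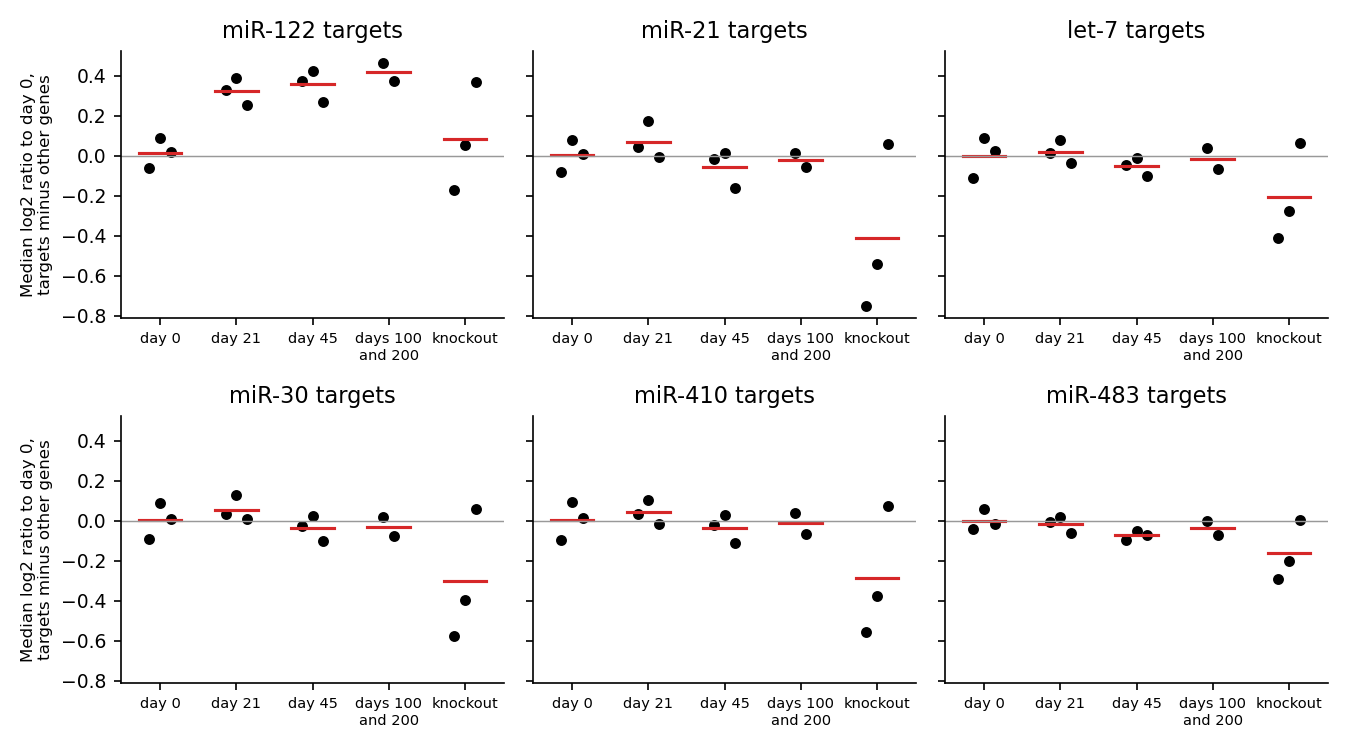
Median log2 ratio to the day 0 mean of the predicted targets of each microRNA minus that of all other tested genes (y axis), 1 point per mouse, red lines at group means. Targets of miR-122 lie at 0.27 to 0.42 in the 3 mice of day 45, those of miR-21 at −0.16 to 0.012, and the 3 knockout mice spread from −0.75 to 0.060 for miR-21.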

Remarkably, we found that in the absence of miR-122, other common microRNAs such as miR-21 could repress their predicted targets to a greater extent than in wild-type livers (Fig. 4b−f), in concordance with data from Argonaute crosslinking and immunoprecipitation sequencing studies in human HCC samples with low miR-122 levels^20^. We validated the RNA-seq results by performing qPCR analysis on the top expressing predicted mRNA target (minimum FPKM of 1) of let-7 and miR-21, *Nr6a1, Pdcd4, Srsf7* and *Stag2* (Supplementary Figure 4b). Protein levels of Nr6a1 were also decreased starting at the day 14 timepoint (Supplementary Figure 4c). This leads us to the perhaps expected conclusion that when one common microRNA is removed, other microRNAs can utilize the newly available microRNA machinery to exert a greater repressive effect on their targets.

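In the RNA-seq values the 4 genes chosen by the paper for qPCR changed as follows at day 45. Nr6a1 (chr2:38578894–38781981, mm9) went from 2.62 ± 0.437 to 1.50 ± 0.107 FPKM (log2 −0.53, SE 0.19, limma adjusted p 0.053, n = 3 against 3). Pdcd4 (chr19:53966721–54004351) went from 45.4 ± 9.38 to 28.1 ± 1.93 (log2 −0.65, SE 0.29, limma adjusted p 0.12), Srsf7 (chr17:80599424–80606645) from 19.2 ± 2.09 to 18.2 ± 3.88 (log2 −0.088, limma adjusted p 0.80) and Stag2 (chrX:39502589–39630352) from 14.2 ± 2.32 to 13.4 ± 1.56 (log2 −0.064, limma adjusted p 0.95). The paper concludes that microRNAs compete for a shared machinery which the loss of miR-122 frees. It rests this on lower targets of other microRNAs beside higher targets of miR-122. It also draws on qPCR, Nr6a1 protein and Argonaute data, which were not analysed here. The FPKM measure the level of each messenger RNA and hold no measurement of what the machinery binds.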

**Fig. 4:**
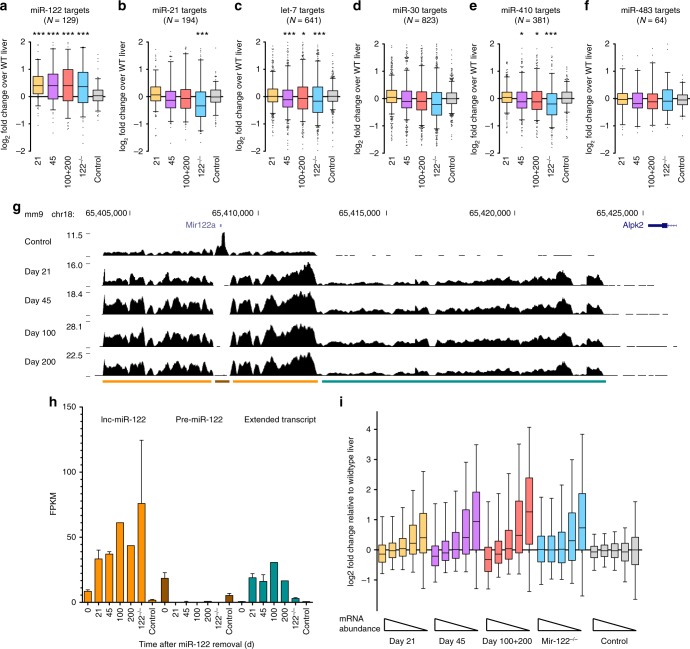
Mir122 removal increases miR-122 target expression and reduces targets of other microRNAs. **a**−**f** Box-plot of log_2_ fold change expression of predicted targets of microRNAs (*p < 0.05; ***p < 0.001 by Kruskal−Wallis test followed by Dunn’s multiple comparison test, comparing against control). **g** Normalized RNA-seq mapped reads across the long noncoding miR-122 transcript (lnc122). Below is the location of pre-miR-122 (brown), lnc122 (orange) and an extended transcript after miR-122 removal (teal). **h** Quantification of fragments per kilobase of transcript per million mapped reads (FPKM); *n* *=* 3 per condition with mean ±  s.d. except 100 and 200 where *n* = 1. **i** Quintile bins of mRNA expression and deviation from the wild-type liver sample at various timepoints after miR-122 removal

### Low abundance genes become activated after loss of miR-122

RNA-seq analysis of liver samples at various timepoints after Cre administration led to increased expression of low-expressed genes. Specifically, the number of genes with an FPKM of 0.1 increased from ~13,000 to ~14,500 by 100 and 200 days after Cre removal (Supplementary Figure 4d). 

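At an adjusted p of 0.05 in limma, 865 of the 11354 tested genes differed from day 0 at day 21 (704 higher, 161 lower), 3027 at day 45 (2688 and 339) and 3592 at days 100 and 200 (3227 and 365). The knockout gave 3833 (2191 and 1642). At an unadjusted p of 0.05 the numbers were 2466, 4235, 4697 and 5372. Single libraries move these counts. Without day 21 replicate C 243 genes were called at day 21, without day 45 replicate B 1781 at day 45, and without replicate C of the knockout 7088 in that group.
The share of higher genes follows the scaling of the libraries. With FPKM as deposited 88.8% of the calls at day 45 were higher, with each library centred on its median log ratio 70.3%, and after quantile normalization 54.5%. At days 100 and 200 these shares were 89.8%, 67.3% and 49.5%, and at day 21 81.4%, 74.2% and 66.7%. Quantile normalization gave 2012 calls at day 45, the lowest number of the scalings.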

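Libraries of day 0 listed 13015 ± 171 genes at an FPKM of 0.1 or more (n = 3). The numbers were 13585 ± 53.9 at day 21 (570.0 more), 14119 ± 247 at day 45 (1104 more, 8.48%) and 14436 ± 12.0 at days 100 and 200 (1420.2 more, 10.9%, n = 2). In each group all mice lay above all day 0 mice (exact two-sided permutation p = 0.1, the smallest possible both with 3 mice and with 2 against 3). The knockout had 13823 ± 193, or 808 more. Leaving out 1 mouse at a time gave 966 (without day 45 replicate B) to 1205 (without replicate A) more genes at day 45. At an FPKM of 1 or more the day 45 difference was 1190.0, and at any FPKM above 0 it was 960.3, the setting that moved it most.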

We could show a similar trend using data from an independent study evaluating wild-type and *Mir122* knockout liver mRNAs^20^ (Supplementary Figure 4e). By binning our liver RNA-seq samples into quintiles based on their expression, we found that the most highly expressed transcripts were consistently suppressed while more rare transcripts increased in expression (Fig. 4g). This increase was not the result of greater sequencing depth, which was relatively uniform between samples. Instead, the number likely represents the activation of cell types and pathways that are typically silenced by miR-122 and its target genes including transcription factors such as *Cutl1* and *Sox4* ^18,21^. Indeed, pathway enrichment analysis revealed genes enriched in cells and tissues such as macrophages, the spleen, thymus, bone marrow, mammary gland, hematopoietic stem cell and lung were significantly upregulated over time after miR-122 removal (Supplementary Figure 5a). 

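Genes with a mean of at least 0.1 FPKM were put into 5 groups of 2820 or 2821 by their mean at day 0, from 0–0.521 FPKM in the lowest to 20.4–17352 FPKM in the highest. The median log2 ratio to day 0 was taken per mouse with 0.1 FPKM added. From lowest to highest, the means over mice were 0.51, 0.30, 0.086, 0.0054 and −0.14 at day 21, 1.16, 0.67, 0.26, 0.13 and −0.053 at day 45 (n = 3 each), and 1.60, 0.90, 0.41, 0.22 and −0.050 at days 100 and 200 (n = 2). In the lowest group all mice of each time lay above all day 0 mice (exact two-sided permutation p = 0.1, the smallest possible). In the highest group the exact permutation p is 0.1 at day 21, 0.5 at day 45 and 0.6 at days 100 and 200, where the day 0 mice themselves range from −0.046 to 0.063. The knockout had 0.81 in the lowest and −0.14 in the highest group.
Scaling matters for the highest group. With equal upper quartiles its value at day 45 is −0.17, and with groups formed over all 14 libraries 0.017. Genes sorted by day 0 can rise or fall through noise in the day 0 values alone. With groups formed in 1 uninjected mouse and ratios taken to the other 2, the lowest group gave 1.13 and the highest −0.036 at day 45.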

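The effective depth read from the lowest FPKM steps was 47.2, 44.3 and 44.3 M fragments in the day 0 libraries, higher than in all but 1 of the later libraries. Day 45 had 35.8, 38.9 and 46.9 M, and days 100 and 200 had 34.5 and 37.0 M. Thinning every floxed library to 32.9 M fragments, the lowest of them, left 1049 more genes at day 45 and 1365 more at days 100 and 200 at the level of 0.1 FPKM. The same rows before thinning gave 1062 at day 45.

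**Figure D4:**
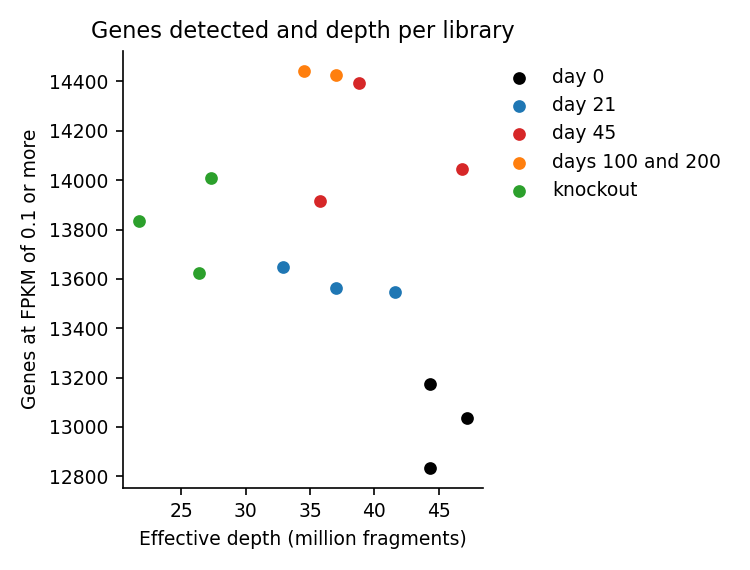
Genes at an FPKM of 0.1 or more (y axis) against effective depth in M fragments (x axis), 1 point per library. The 3 libraries of day 0 have 12834 to 13174 genes at 44.3 to 47.2 M, and the libraries of days 100 and 200 have 14444 and 14427 genes at 34.5 and 37.0 M.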

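Sox4 (chr13:29042599–29045551, mm9) had 0.524 ± 0.226 FPKM at day 0, 0.914 ± 0.266 at day 21, 5.04 ± 3.61 at day 45 (n = 3 each) and 13.0 ± 6.72 at days 100 and 200 (n = 2). The log2 change is 0.33 at day 21 (SE 0.38, limma adjusted p 0.70), 1.84 at day 45 (SE 0.38, adjusted p 0.0039) and 3.12 at days 100 and 200 (SE 0.42, adjusted p 2.8e-04). Cux1, the present symbol of Cutl1 (chr5:136724005–137043301), had 6.63 ± 1.71, 8.60 ± 1.01, 9.13 ± 1.13 and 10.4 ± 1.14 FPKM. Its log2 change is 0.35 (SE 0.17, limma adjusted p 0.26), 0.43 (SE 0.17, adjusted p 0.085) and 0.60 (SE 0.19, adjusted p 0.030). Without day 0 replicate B, which has the highest Cux1 value of its group, the day 45 change is 0.60 and passes the threshold.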

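Lists of marker genes were fixed for 8 cell types and states, and each was set against all other tested genes at day 45. The shift of the median log2 fold change was 1.30 for macrophage genes (21 tested), 0.97 for lymphocyte genes (18), 0.43 for endothelial genes (16), 1.37 for stellate and fibroblast genes (17), 2.22 for cholangiocyte genes (10), 1.10 for proliferation genes (17) and 2.83 for fetal liver genes (11). All tested genes of these 7 lists were higher than at day 0. The camera adjusted p over 11 lists is 5.8e-08, 8.9e-06, 0.0032, 1.2e-07, 3.2e-06, 4.7e-05 and 2.2e-05. All 7 hold with fry, and none of the 11 with the estimated correlation (adjusted p 0.12 to 0.26). Per mouse at day 45 the macrophage shift was 1.33 ± 0.088, the lymphocyte shift 0.90 ± 0.13, the endothelial shift 0.46 ± 0.091 and the cholangiocyte shift 2.22 ± 0.64 (n = 3).
At day 21 the shifts in the same order were 1.06, 1.13, 0.43, 1.03, 0.57, 0.40 and 0.60, and at days 100 and 200 1.21, 0.95, 0.31, 1.93, 2.77, 1.41 and 2.87. The knockout had 0.80, 0.75, 0.028, 1.18, 2.61, 0.59 and 3.09. The liver before injection already expresses many of these genes. At 1 FPKM or more at day 0 were 20 of 23 macrophage, 7 of 22 lymphocyte, 15 of 16 endothelial, 14 of 19 stellate and fibroblast, 7 of 11 cholangiocyte, 7 of 20 proliferation and 4 of 15 fetal liver genes. The stellate list shares 5 genes and the cholangiocyte list 1 gene with another list.
Among the most abundant list genes, Lyz2 went from 98.3 to 303 FPKM at day 45 and C1qb from 78.3 to 243 (macrophage), Ccl5 from 3.57 to 25.9 and Ltb from 1.16 to 8.16 (lymphocyte), Clec4g from 79.6 to 111 and Fcgr2b from 38.8 to 58.1 (endothelial), Spp1 from 46.9 to 765 (stellate and cholangiocyte), Dcn from 144 to 299 (stellate), Tspan8 from 1.73 to 44.0 (cholangiocyte), and Pcna from 7.79 to 13.6 and Mcm6 from 2.77 to 9.58 (proliferation). The most abundant fetal liver genes are H19 and Igf2, which went from 0.976 to 434 and from 0.746 to 99.5 FPKM. Both were given above for the Igf2 locus, so the fetal liver list is not independent of that rise. A whole liver library does not tell more cells of a type from more expression per cell. From genes of blood, lymphoid and other tissues among the higher genes, the paper proposes that cell types and pathways kept silent by miR-122 become active.

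**Figure D5:**
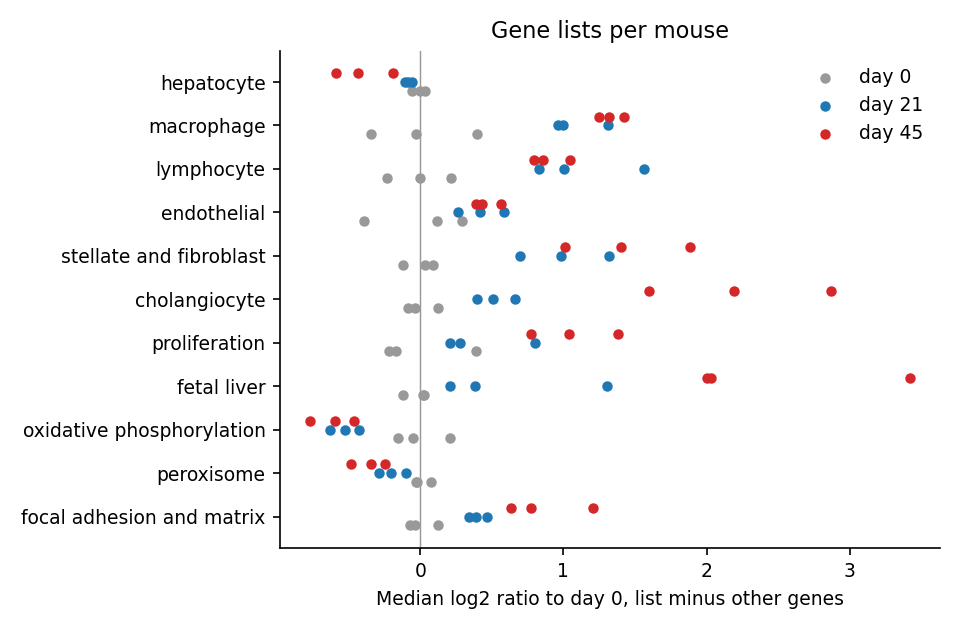
Median log2 ratio to the day 0 mean of each gene list minus that of all other tested genes (x axis), 1 point per mouse, coloured by day. Cholangiocyte genes lie at 1.60 to 2.87 in the 3 mice of day 45, macrophage genes at 1.25 to 1.42.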

As expected, the most downregulated genes were highly enriched in liver expression (Supplementary Figure 5b). 

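The hepatocyte list shifted by −0.094 at day 21, −0.37 at day 45 and −0.77 at days 100 and 200, with 6 of its 24 tested genes higher at day 45 (camera adjusted p 1.8e-04). Per mouse the day 45 shift was −0.41 ± 0.20 (n = 3). With fry the adjusted p at day 45 is 0.093. Quantile normalization, the setting that moved it most, gave −0.089. In the knockout the shift was 0.071. Of its 25 genes 21 were at 1 FPKM or more at day 0. The most abundant, Apoa1 and Ttr, went from 12214 to 7850 and from 8595 to 8504 FPKM at day 45.
Falls at day 45 were ranked among tested genes past the threshold whose 3 day 45 mice all lie below the 3 day 0 mice. The largest in limma is Mup17 (chr4:61252963–61256864, mm9, log2 −5.40, SE 1.08, adjusted p 0.0034). Next come 2810007J24Rik (−3.07, limma adjusted p 0.049), Slco1a1 (−3.06, adjusted p 0.026), Scd1 (−2.91, adjusted p 0.0031) and Ces3b (−2.78, adjusted p 0.0015). Mup17 had 759 ± 1105 FPKM in the uninjected mice, with a range of 69.3 to 2033, and 6.00 ± 0.883 at day 45. Ces3b went from 232 ± 43.5 FPKM to 22.3–50.5 FPKM (mean 34.4). 2810007J24Rik misses the threshold in all 6 fits that leave out 1 mouse, and Slco1a1 in 4 of them.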

Time-course analysis of RNA-seq revealed enrichment in pathways such as focal adhesion, osteoclast differentiation, regulation of actin cytoskeleton and proteoglycans in cancer with strong depletion in metabolic pathways along with the peroxisome and oxidative phosphorylation genes (Supplementary Figure 5c, d). Thus, pathway analysis of RNA-seq data from liver samples devoid of miR-122 reveals the activation of genes typically found in non-liver tissue and activation of specific oncogenic pathways.

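Genes of focal adhesion and matrix shifted by 0.38 at day 21, 0.91 at day 45 and 1.13 at days 100 and 200, with 42 of 45 tested genes higher at day 45 (camera adjusted p 1.6e-07, fry adjusted p 8.6e-04). Of the 64 genes in the list 33 were at 1 FPKM or more at day 0, and 4 are in another list. Its most abundant genes, Fn1 and Itgb1, changed little, from 169 to 164 and from 65.1 to 76.4 FPKM. Genes of oxidative phosphorylation shifted by −0.54, −0.57 and −0.77, with 9 of 83 higher at day 45 (camera adjusted p 7.2e-20, fry adjusted p 0.026). Ndufa4 went from 1107 to 741 FPKM and Atp5b from 865 to 642. Peroxisome genes shifted by −0.24, −0.30 and −0.65, with 6 of 30 higher at day 45 (camera adjusted p 6.1e-04, fry adjusted p 0.29). Cat stayed at 1212 and 1184 FPKM. All 30 tested peroxisome genes and 82 of 90 oxidative phosphorylation genes were at 1 FPKM or more at day 0. In the knockout the 3 shifts were 0.67, −0.23 and −0.49. Per mouse at day 45 they were 0.87 ± 0.30 for focal adhesion and matrix, with the highest value in replicate B. After quantile normalization the peroxisome shift was −0.17 and did not pass.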

## Discussion

In summary, we have identified that when miR-122 expression is abrogated in the adult mouse liver, we can observe a consistent pattern of miR-122-5p isoform degradation. miR-122-5p is processed first through the conversion of the 22-nt isoform to a 21-nt isoform followed by poly-uridylation of the 21-nt isoform to a length of 25 nt or greater. Two other isoforms (23 nt and 23U > A) decay in parallel with the 21-nt and 22-nt isoforms respectively. 

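A first-order decay with a plateau of 0 was fitted by least squares to the miR-122 share of the 22 mice from day 0 to day 45. The half-life is 9.17 days (SE 0.827, 95% interval 7.80–10.7 from 10000 resamples of mice) with a start at 71.8% and R² 0.940. Leaving out 1 mouse at a time gave 8.73 days (without day 0 replicate B) to 9.42 days (without day 17). The 18 mice up to day 25 gave 9.10 days. A straight line through the logarithm of the share gave 7.26 days, and a free plateau gave 10.1 days with the plateau at −3.39%.
The measure changes the value most. A share flattens at high levels, because miR-122 is part of its own denominator. For the number of miR-122 reads per read of other microRNAs the half-life is 5.30 days (95% interval 3.57–7.03). The time that excision takes was not measured in these libraries, so it was not set apart from decay.

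**Figure D6:**
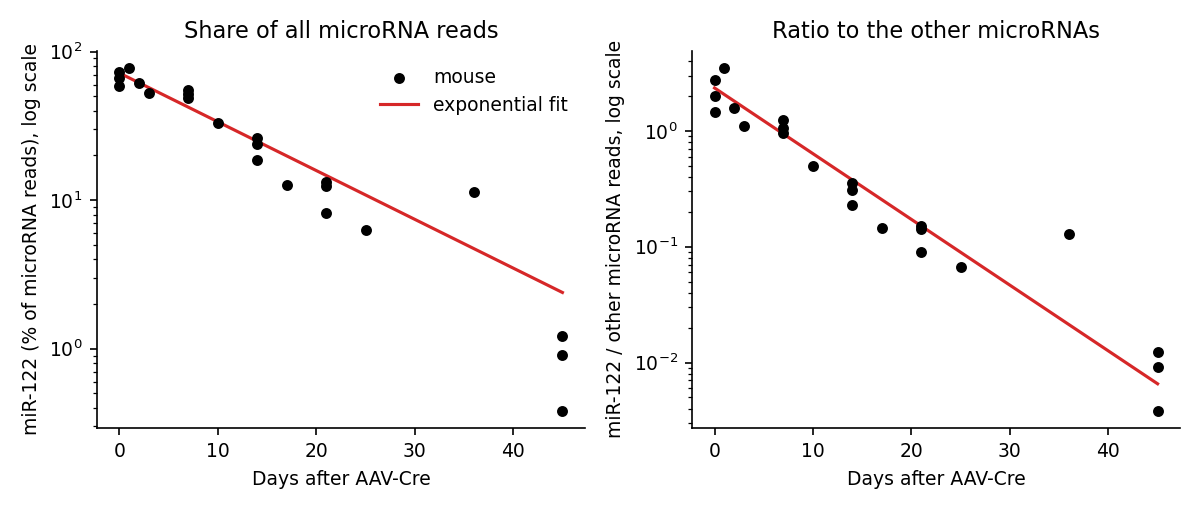
miR-122 in 22 mice (points) against days after rAAV-Cre, as share of all microRNA reads (left, %) and as ratio to the reads of all other microRNAs (right), both on a log scale, with the fitted decay (red). The fitted half-lives are 9.17 and 5.30 days, and the day 36 mouse with 11.4% lies above both lines.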

The half-life of miR-122 based on first-order decay of the time points we have sequenced (Fig. 1a) is 10.2 days. However, considering that the 22-nt isoform of miR-122-5p is synthesized first and also lost first, determining the half-life of the 22-nt isoform level is also relevant—calculated to be 4.3 days. Other miR-122-5p isoforms such as the 21-nt species have a plateau in expression for a few days followed by comparable first-order decay. A considerable effort has been undertaken to accurately count absolute miR-122 levels in the liver, with a recent estimate of 120,000 copies of miR-122 per hepatocyte^1^ for this microRNA that constitutes ~70% of liver microRNAs^13,22,23^. Bearing this in mind, we determine that miR-122 drops from 120,000 copies to 60,000 copies in 10 days after miR-122 excision or one copy of miR-122 is lost every ~15 s. Thus, ~4 copies of miR-122 need to be transcribed per minute to account for miR-122 turnover and maintain a constant level of miR-122 in the liver. Mir-122 has been shown to activate targets in a circadian manner^24^ and the requirement of this periodicity may reflect the continual abundant expression.

The absence of miR-122 permits greater suppression of targets of other highly expressed microRNAs. This supports the notion that the number of RISC complexes in a hepatocyte is relatively stable and other microRNAs can vie for empty RISC complexes in the absence of miR-122. The presence of an exogenously delivered shRNA can quell the enhanced repression of other microRNAs when sufficiently expressed and occupying sufficient numbers of RISC complexes. Conversely, delivery of small RNAs compromises the effect of endogenous microRNAs^25^, which has implications in other tissues where a few microRNAs or microRNA families account for the majority of microRNA species. In the context of the liver, the loss of this one microRNA has profound effects not only on relative levels of miR-122 targets (which are de-repressed) but also the targets of other highly expressed microRNAs (which are more effectively repressed).

The re-activation of miR-122 after near-complete absence in the liver is also somewhat surprising. Notably, the liver has a propensity to repopulate in conditions of selective pressure^26^. The new miR-122 expression may reflect selective advantage of hepatocytes or other liver cells that did not receive rAAV and have a competitive advantage over ones with an absence of miR-122. Alternatively, if a progenitor-like population within the liver is present and does not take up rAAV-Cre, daughter cells from this population could replenish hepatocytes lost to necrosis/apoptosis. This could explain the presence of *chr12qF1* microRNAs which are associated with maintenance of pluripotency^27^.

We envision various scenarios for overall microRNA abundance and functional capacity in the liver that could arise from the loss of a predominant microRNA such as miR-122. First, the number of other microRNAs could remain unchanged regardless of the level of miR-122, a “fixed microRNA” scenario. If RISC complexes are in excess, then these microRNAs should exert no further effect on their targets. The other scenario is a “fixed RISC” one whereby the total number of RISC complexes remains constant and as more microRNAs are transcribed and stabilized by RISC. These microRNAs can then suppress their targets to a greater extent. It is more likely that microRNAs are in great excess of RISC complexes so that regardless of the change in absolute microRNA concentration, they can lead to enhanced target suppression in the absence of miR-122. We have also shown strong concordance between total and Ago2-immunoprecipiated small RNA-seq fractions also lending credence to the notion that RISC is limiting^3^. Altogether, however, our data indicate that other microRNAs indeed can act more effectively in the absence of miR-122 (modeled in Supplementary Figure 6).

These data speak to the importance of miR-122 in maintaining repression of targets in the liver but also serving as a buffer to prevent increased repression of mRNAs targeted by other abundant microRNAs. Sustained miR-122 expression is relevant phenotypically as miR-122^−/−^ mice have fibrotic livers and ultimately develop HCC^12,18^. Loss of miR-122 corresponds to the activation of several microRNAs implicated in oncogenesis that are typically highly expressed in embryo development and—through DNA methylation at defined regions—are inactive in the adult. This corresponds to microRNA activation in human HCC which is associated with a stem-like signature and poor survival^28^. Human HCC samples have also revealed the presence of integrated AAV genome fragments at proto-oncogenes with strong evidence that they contribute to tumor progression^29,30^. While no AAV integration events were detected in the human microRNA cluster or surrounding imprinted locus, an abundance of intergenic variants were detected downstream of miR-122 in the larger noncoding transcript generated after miR-122 excision. The activation of the mouse *chr12qF1* locus has been heavily debated with regards to its contribution to the development of HCC^31,32^. The locus is highly expressed following unintended^14,15^ or intended^33^ targeting of rAAV vectors leading to rAAV vector integration. Mir-122 loss leading to HCC in mice can be tempered by the re-administration of miR-122 by hydrodynamic injection^18^. We are keen to determine which one of the many targets of miR-122 (or secondary effects) lead to *chr12qF1* locus activation. However, here we provide definitive evidence of the link between miR-122 loss and *chr12qF1* gain, indicating that miR-122 is required to keep the *chr12qF1* locus suppressed and prevent HCC development in mice. Importantly, our results demonstrate that miR-122 loss can activate *chr12qF1* and *Igf2* locus microRNAs rather than preventing their appropriate silencing upon completion of mouse development.

In summary, we have provided a comprehensive analysis of the progression from miR-122 loss to gain of other microRNAs and widespread expression of low abundant mRNA transcripts in the liver. In other tissues, highly expressed microRNAs may also have evolved a dual role of target suppression and buffering of other microRNAs.

## Methods

### Mouse husbandry

All animal protocols were approved by The Stanford Institute of Medicine Animal Care and Use Committee. A final volume of 200 μl including 5 × 10^11^ vector genomes was injected in the tail vein in mice. C57Bl/6 mice were purchased from Jackson Laboratory (Bar Harbor, ME). Mice with loxP sites surrounding miR-122 and miR-122 knockout mice have been previously reported^12^. miR-122 was removed through the delivery of 1×10^12^ vector copies (by tail vein injection) of an rAAV expressing Cre under the Ef1a promoter (Addgene plasmid #55636). No animals were excluded from the study and mice were randomly chosen to receive rAAV vectors. Researchers were not blinded to treatment.

### shRNA plasmid design

Primers for generating a construct expressing miR-122 shRNA are the following: 5′-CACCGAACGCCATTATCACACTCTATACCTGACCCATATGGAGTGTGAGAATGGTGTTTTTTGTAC and 5′- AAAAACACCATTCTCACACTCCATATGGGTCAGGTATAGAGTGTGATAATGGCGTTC as reported previously^3^. AAVs were generated by triple-transfection of pAd5, pAAV8 and various AAV-shRNA constructs as previously reported^34^.

### Small RNA deep sequencing

Mouse liver samples were harvested, snap frozen in liquid nitrogen, ground into powder and extracted using Trizol (Thermo Fisher). Three micrograms of RNA was ligated using T4 RNA ligase in a buffer lacking ATP with a 3′ cloning (NEB) and run on a 15% polyacrylamide gel. A gel fragment corresponding to 17–28 nucleotides of RNA was excised followed by 5′ adaptor ligation incorporating a 4-nucleotide barcode. Small RNA libraries were sequenced on an miSeq machine at the Stanford Functional Genomics Facility (SFGF). After trimming barcodes and adaptors, small RNA reads were aligned to mouse microRNAs from miR-base (release 15)^35^ using Bowtie version 0.12.7 ^36^ allowing for two mismatches.

### RNA sequencing and analysis

Trizol-extracted RNA samples were poly-A purified using a poly-A spin kit (NEB). Libraries were prepared using a TruSeq kit (Illumina) including barcodes. Sequencing was performed on an Illumina HiSeq 2500 machine at the Stanford Center for Genomics and Personalized Medicine, generating one lane of paired end 101-bp reads. Reads were aligned to the mouse mm9 genome using TopHat (v.2.0.14)^37,38^ and to mouse mRNAs to generate FPKM values using Cufflinks v.2.2.1 ^37,38^ with the following parameters: “–library-norm-method quartile” and removing ribosomal, snoRNA and mitochondrial sequences. Differentially expressed transcripts (false discovery rate < 0.05) were generated using the Cuffdiff program as part of the Cufflinks package.

DAVID v6.7 Gene Ontology program using a Benjamini *p* value of < 0.05 for significance^39,40^. To calculate the effects of microRNAs on mRNA targets, the list of genes with targets of a given microRNA and their 3′UTR was obtained from Targetscan v.7 ^41^. For each mRNA with an FPKM value > 1, the log2-fold change results were plotted. MicroRNA targets and expression values are listed in Supplementary Data 3.

### Cell culture

Human Embryonic Kidney (HEK) 293 cells were grown in Dulbecco’s modified Eagle medium (Gibco-BRL) supplemented with nonessential amino acids, pen-strep antibiotics, sodium pyruvate, l-glutamine and 10% heat-inactivated fetal bovine serum. Cells in 12-well plates were transfected with 1 μg of various miR-122 constructs using Lipofectamine 2000 and RNA was extracted by Trizol. Cells were obtained from ATCC and were regularly tested for mycoplasma contamination.

### Quantitative PCR

Probes for *Nr6a1* (catalog Mm00599848), *Stag2* (Mm01311611), *Srsf7* (Mm01233055) and *Pdcd4* (Mm01266062) along with a beta-actin internal control were ordered from Life Technologies for quantitative RT-PCR analysis. Two micrograms of total RNA was reverse-transcribed using a SuperScript II RT kit (Thermo Fisher). Thirty nanograms of cDNA was used for quantitative RT-PCR analysis, run on a CFX384 Real-Time system machine (Bio-Rad) with mouse beta-actin probes used for normalization purposes. Fold change was calculated using the ΔΔ-cT method.

To measure wild-type miR-122 DNA levels, the following forward (5′-TTTGCTAGTGATGGATTGGAAACC) and reverse (5′-AGAGCCCCGGGATCTTGAATA) primers were used to amplify extracted mouse liver DNA using SYBR-green incorporated dye and measured on a CFX384 Real-Time system machine (Bio-Rad). Values were normalized to input DNA using primers that amplify the beta-actin locus.

### Northern blot studies

Five micrograms of Trizol-extracted RNA was loaded on an 18% (w/v) acrylamide/7 M urea gel to analyze miR-122 isoform differences at nucleotide resolution and transferred to a Hybond-N + membrane (Amersham). A ^32^P-labeled probe complementary to the first 21 nt of miR-122 was used to detect miR-122 isoforms which were then quantified using ImageJ software.

### Western blot studies

Homogenized mouse liver proteins were lysed in sodium dodecyl sulfate (SDS) lysis buffer (12 mM Tris-Cl, pH 6.8, 2 mM 1,4 dithiothreitol and 1% SDS) with 1× proteinase inhibitor cocktail (Roche). Forty micrograms of protein samples were loaded on a 4–20% polyacrylamide gel. A mouse anti-Nr6a1 antibody (Abcam, ab38816, 1:1000 dilution) was used to detect the Nr6a1 protein, in comparison to a Gapdh loading control (mouse anti-Gapdh: Sigma-Aldrich, MA5–15738-HRP, 1:50,000 dilution). The protein signals were detected using an Odyssey CLx imaging system (LI-COR Biosciences) according to the manufacturer’s instructions. Uncropped blots are shown in Supplementary Figure 7.

### Immunostaining

Liver tissues were harvested and fixed overnight in 4% wt/vol paraformaldehyde in phosphate buffered saline. Four-micrometersections were cut with a rotating microtome and stained for haematoxylin and eosin or Masson’s trichome.

### Statistical analyses

Data are presented as means ± s.d. or s.e.m. Statistical significance was tested using GraphPad Prism (version 7). Statistical analysis was performed using Student’s *t* test (two-tailed) or one-way ANOVA with Tukey’s post-hoc test. A Shapiro−Wilk normality test was performed to ensure Gaussian distribution of samples. For cumulative frequency plots a Kruskal−Wallis test was performed with Dunn’s post-hoc multiple correction test against control.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

RNA sequencing dataset has been deposited in the NCBI GEO repository with the accession number [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111805]. The remaining datasets are provided in the article and supplementary files. All data are available from the authors upon reasonable request.

# Supplementary material for: miR-122 removal in the liver activates imprinted microRNAs and enables more effective microRNA-mediated gene repression
**Source:** Nat Commun. 2018 Dec 14;9:5321. doi: 10.1038/s41467-018-07786-7
**Supplement:** Supplementary file 1 — Supplementary Information

­­

Supplementary Information

miR-122 removal in the liver activates imprinted microRNAs and enables more effective microRNA-mediated gene repression

Paul N. Valdmanis, Hak Kyun Kim, Kirk Chu, Feijie Zhang, Jianpeng Xu, Elizabeth M. Munding, Jia Shen, and Mark A. Kay

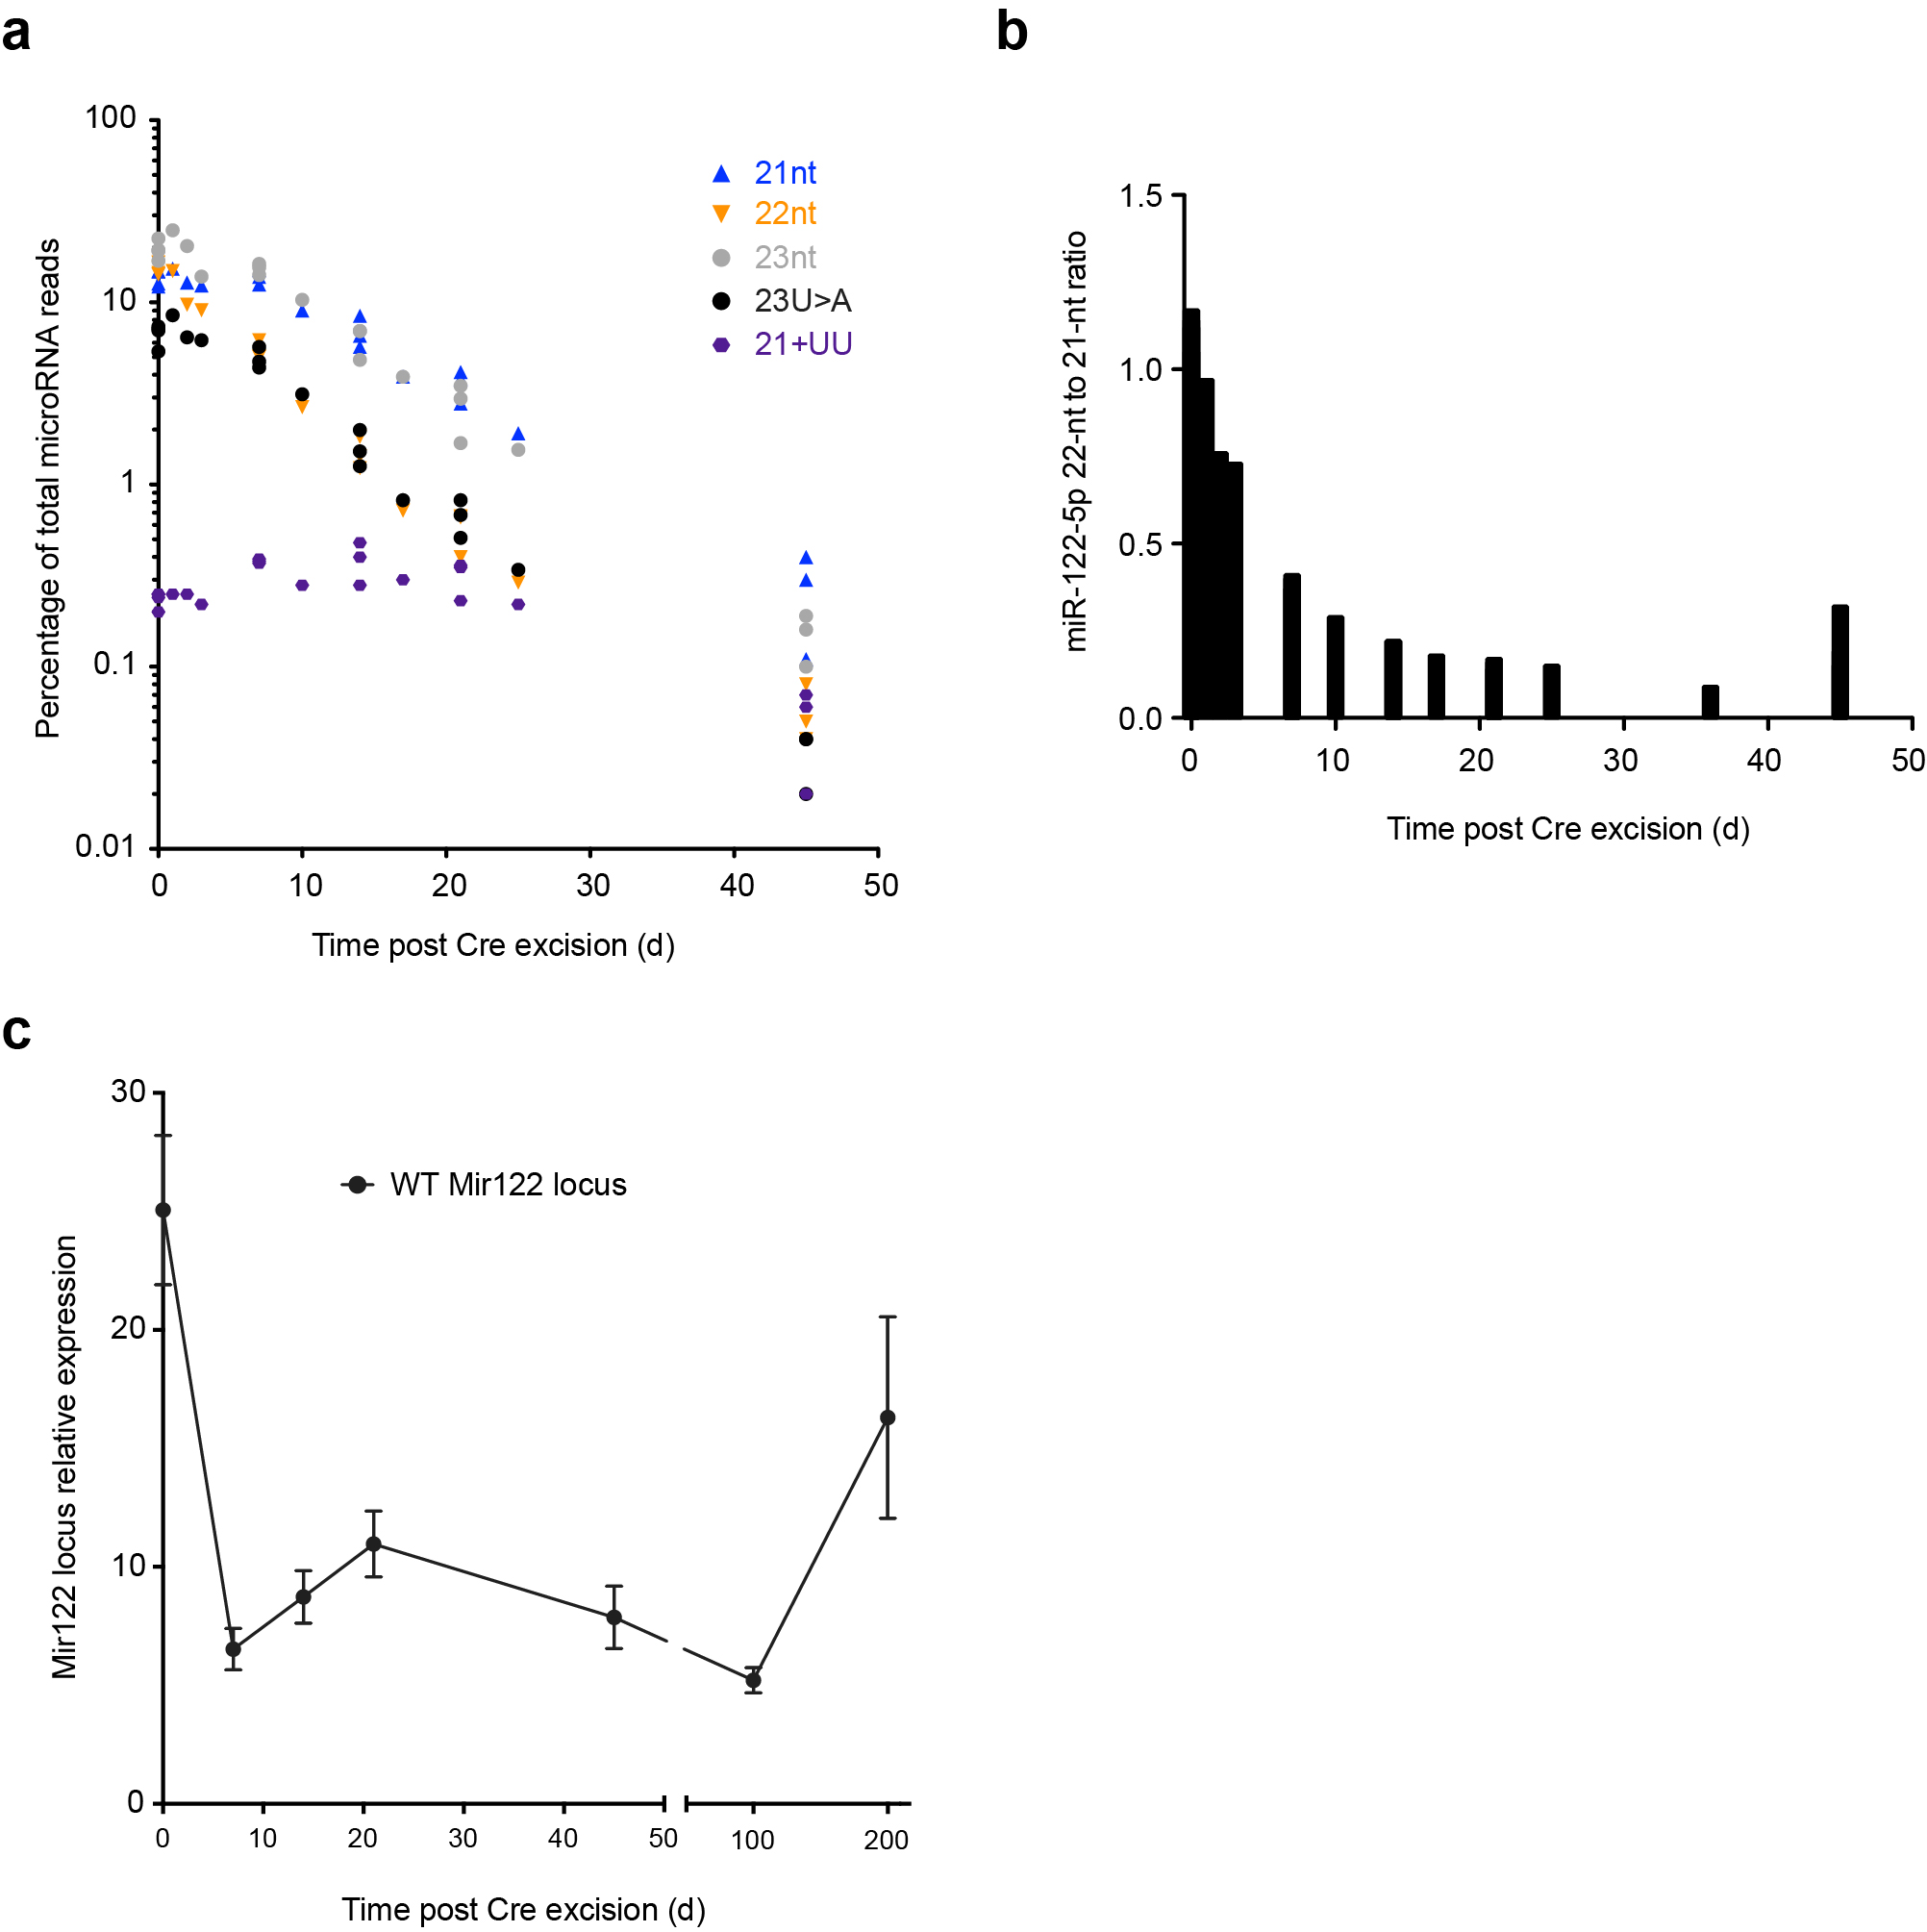

**Supplementary Figure 1** Mir-122-5p 22nt and 23U>A isoforms and 21nt and 23nt isoforms decay at similar rates. **a** Levels of common miR-122-5p isoforms at various time points after miR-122 excision relative to all microRNA species (*n* = 3 for days 0, 7, 14, 21 and 45; *n* = 1 for remaining time points). **b** 22nt to 21nt ratio of miR-122-5p at various time points after Cre-mediated miR-122 excision; replicate numbers as in (**a**). **c** Quantitative PCR of the miR-122 transcript DNA prior to locus excision by Cre.

**
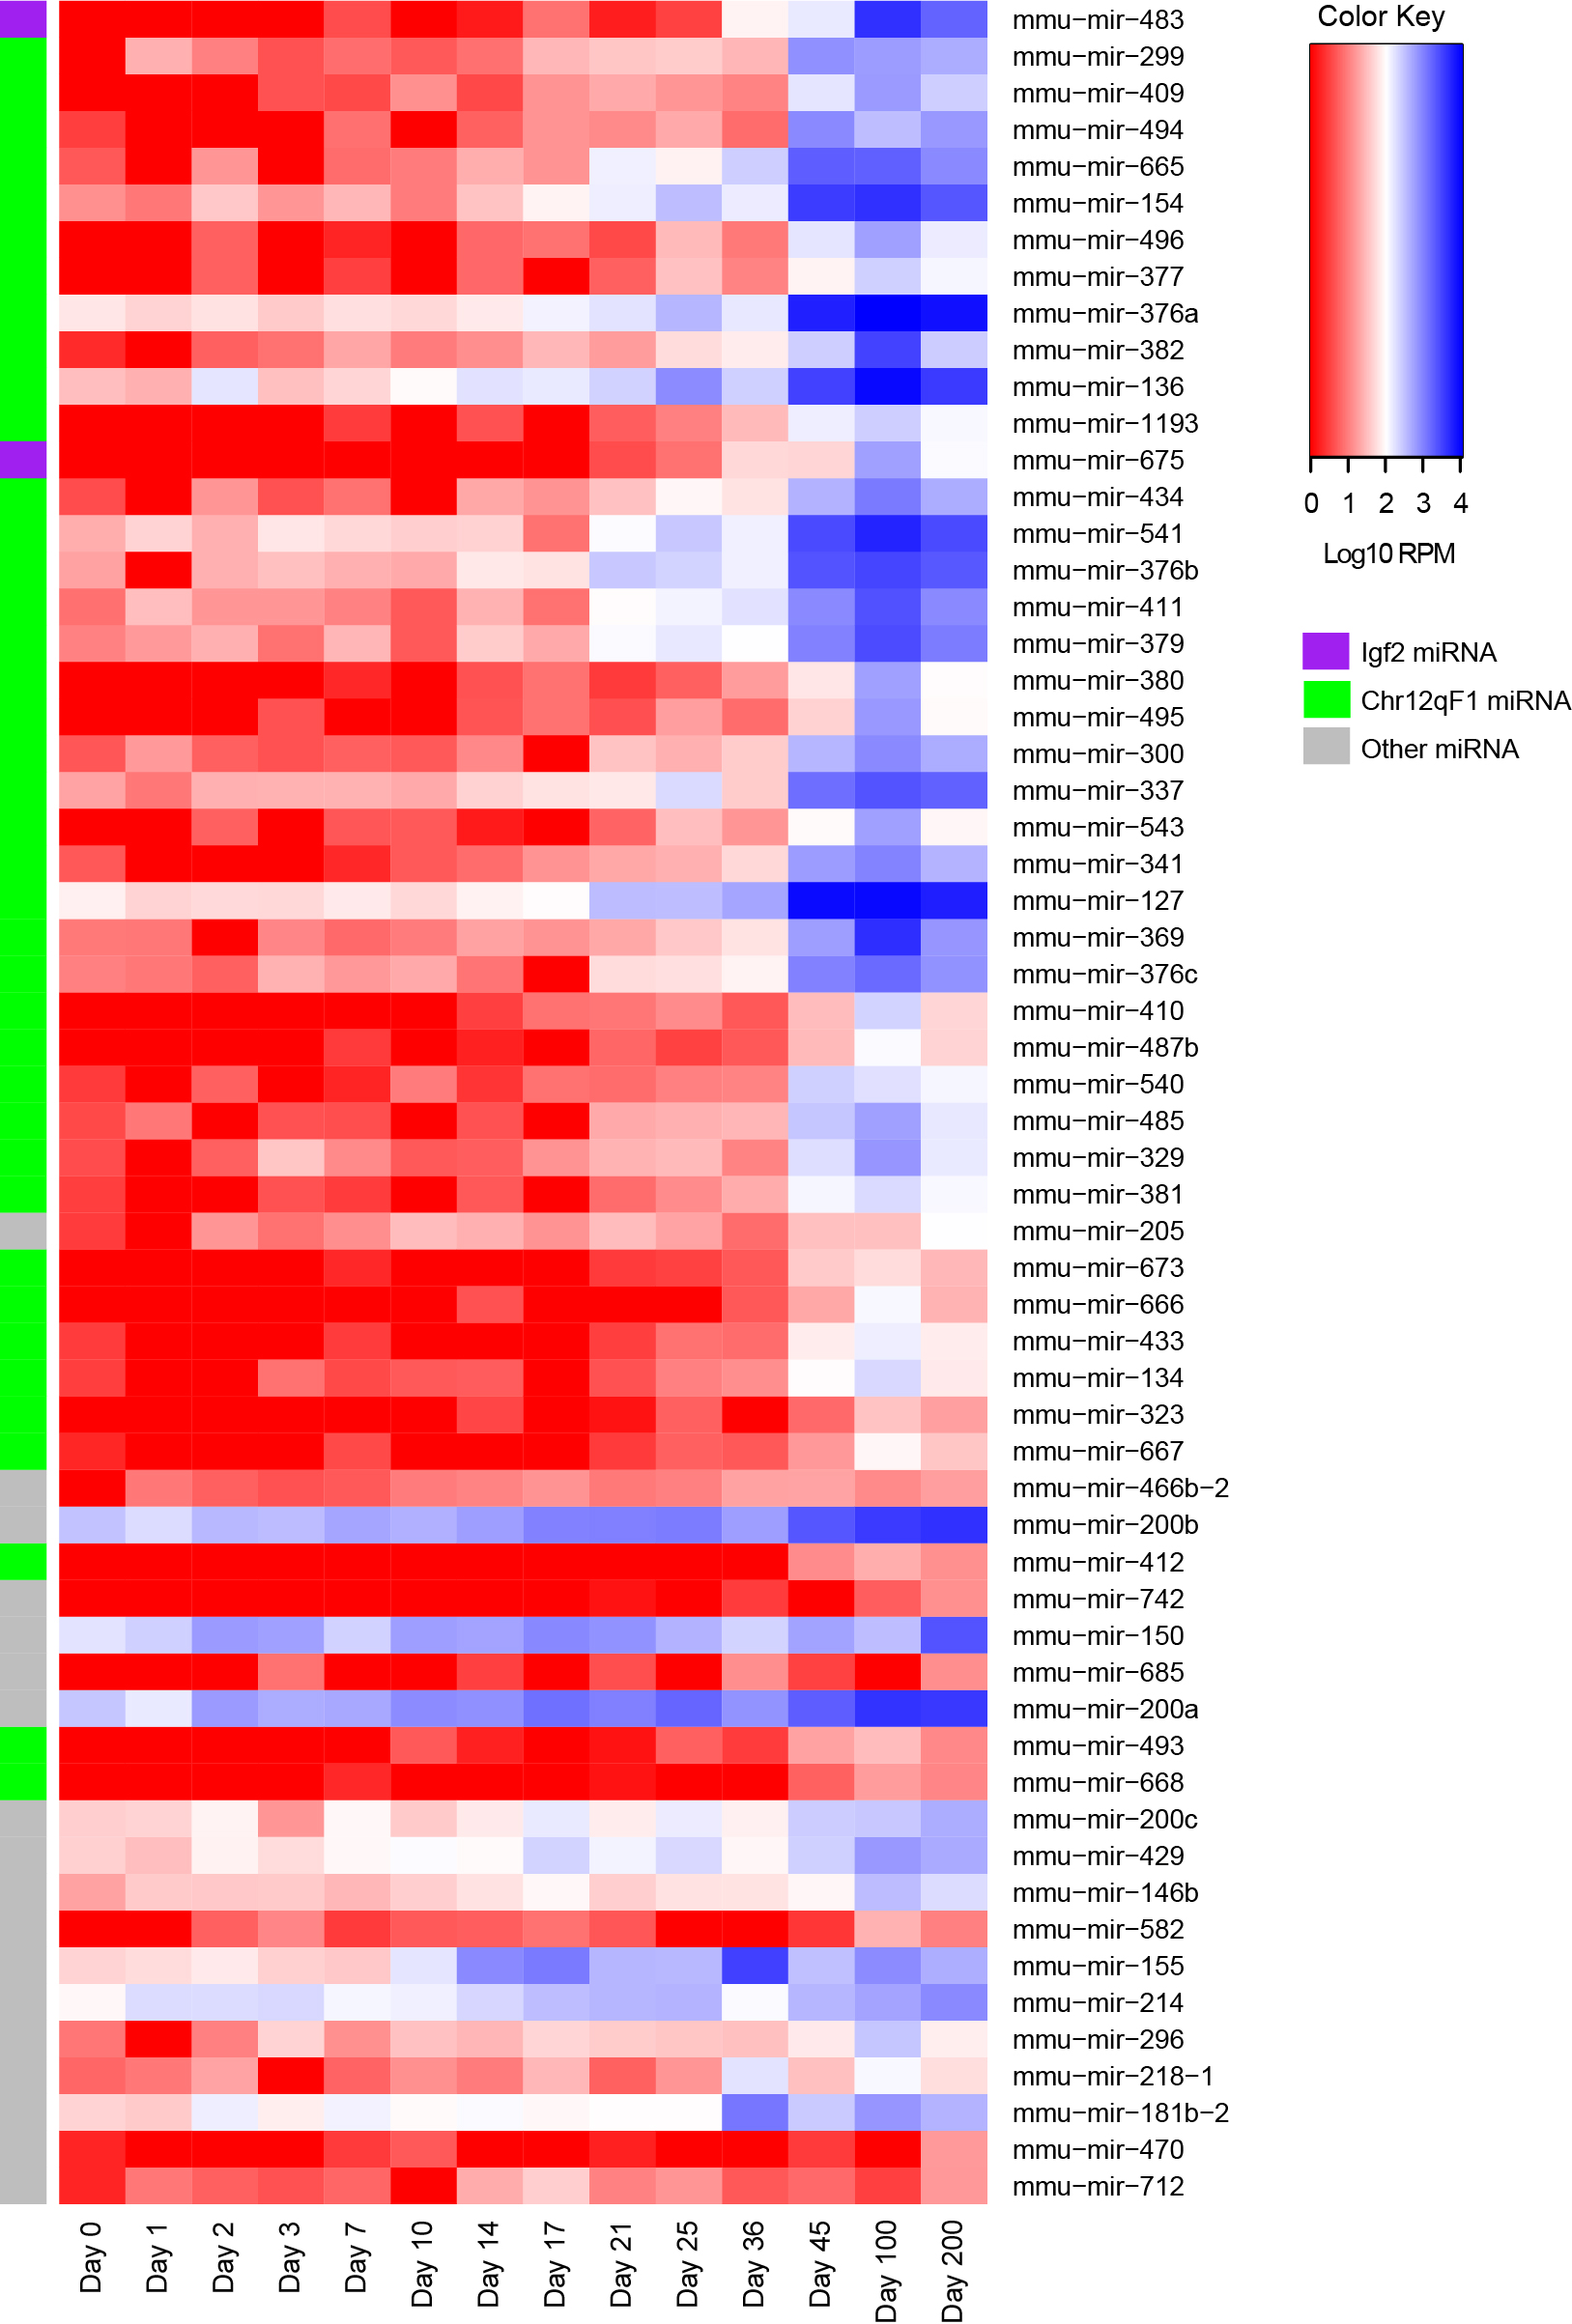
**

**Supplementary Figure 2** MicroRNAs most responsive to loss of miR-122. Mouse microRNAs are plotted in decreasing order of fold-change from 100 days post Cre mediated excision of miR-122 to day 0 (control). Log10 values of reads per million (RPM) microRNA counts are shown.

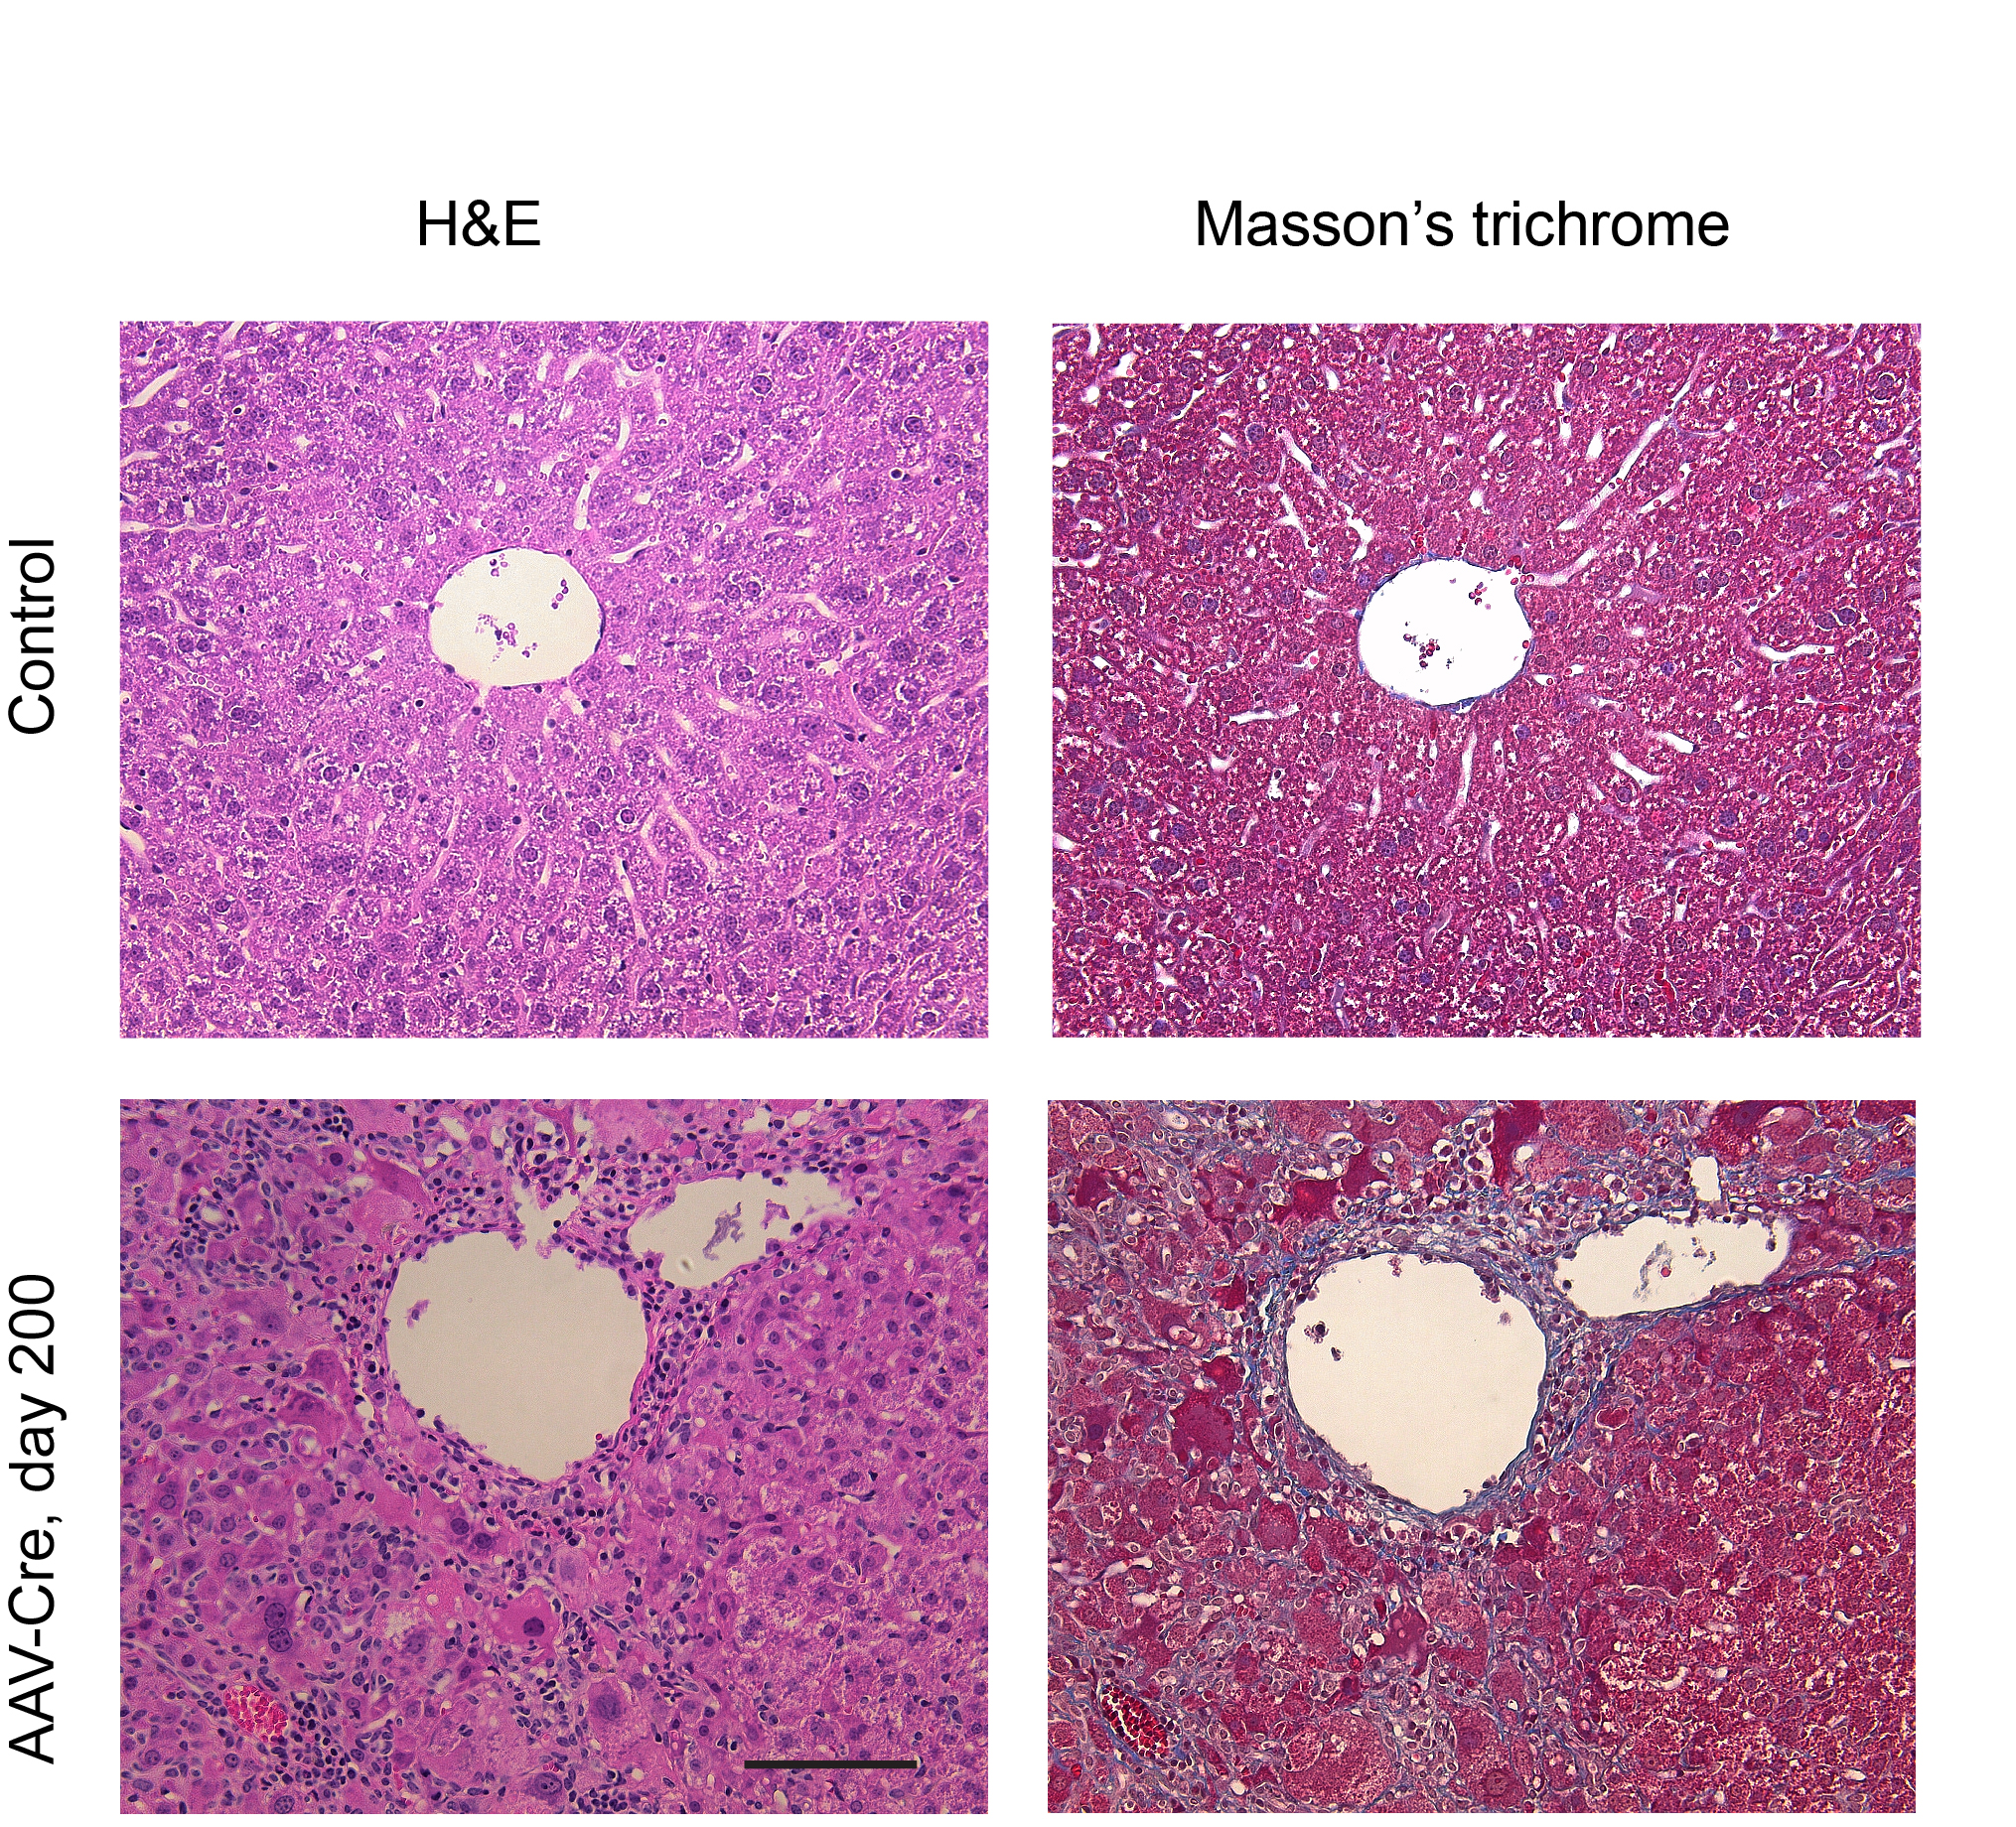

**Supplementary Figure 3** Histology of mouse liver sections 200 days after Cre mediated removal of miR-122. Masson’s trichome indicates levels of fibrosis. Scale bar: 100 μm. H&E, haematoxylin and eosin staining.

**
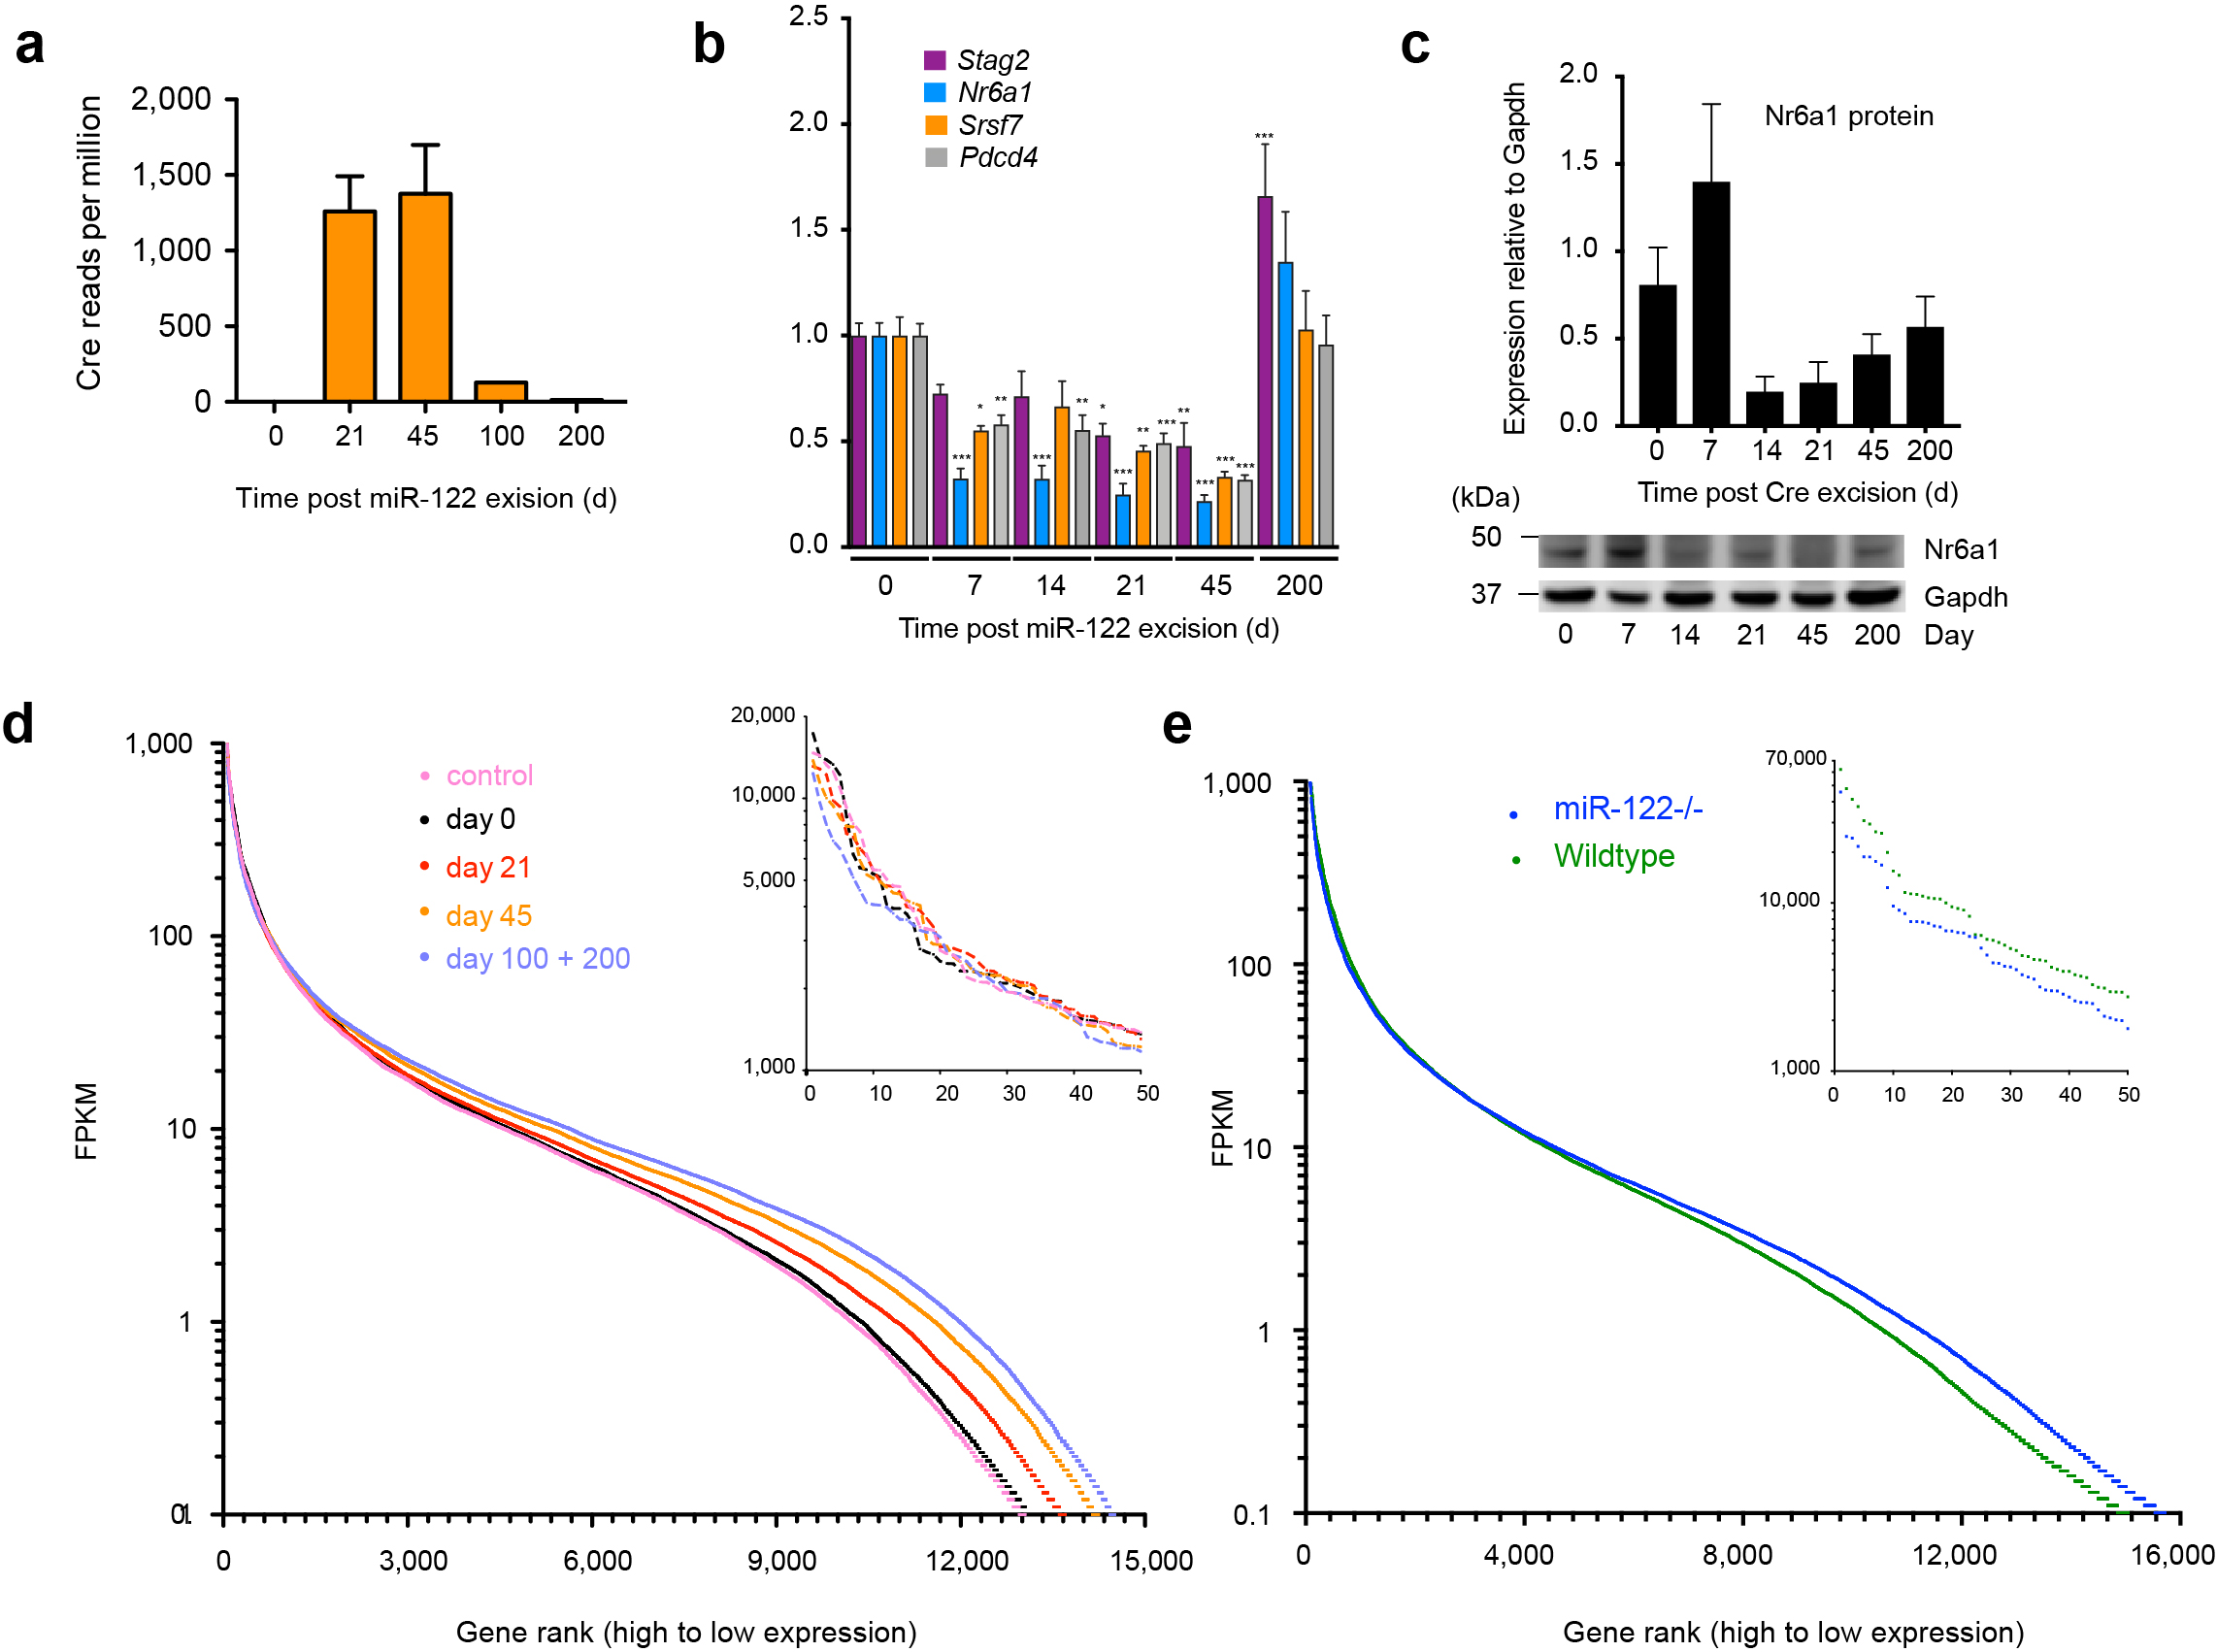
**

**Supplementary Figure 4** Rare transcripts display increased expression after miR-122 excision. **a** Reads mapping to Cre normalized per million mapped fragments to the mouse mm9 genome; *n* = 3 for 0, 21 and 45 days; *n* = 1 for 100 and 200 days; error bars are ± s.e.m. **b** qPCR of predicted target mRNAs of common microRNAs; *n* = 3 replicates per condition performed in triplicate, error bars are s.e.m.; * = p<0.05, ** = p<0.01, *** = p<0.001 by one-way ANOVA relative to day zero with Dunnett’s correction for multiple testing. **c** Western blot analysis of Nr6a1 protein levels at various points after Cre removal; *n* = 3 replicates per condition, error bars are s.e.m. **d** Sorted FPKM values are plotted based on condition. Inset, the first 50 genes are displayed. **e** Average sorted FPKM values of mRNA expression from wildtype and *Mir122* knockout mice from Luna *et al^1^*.

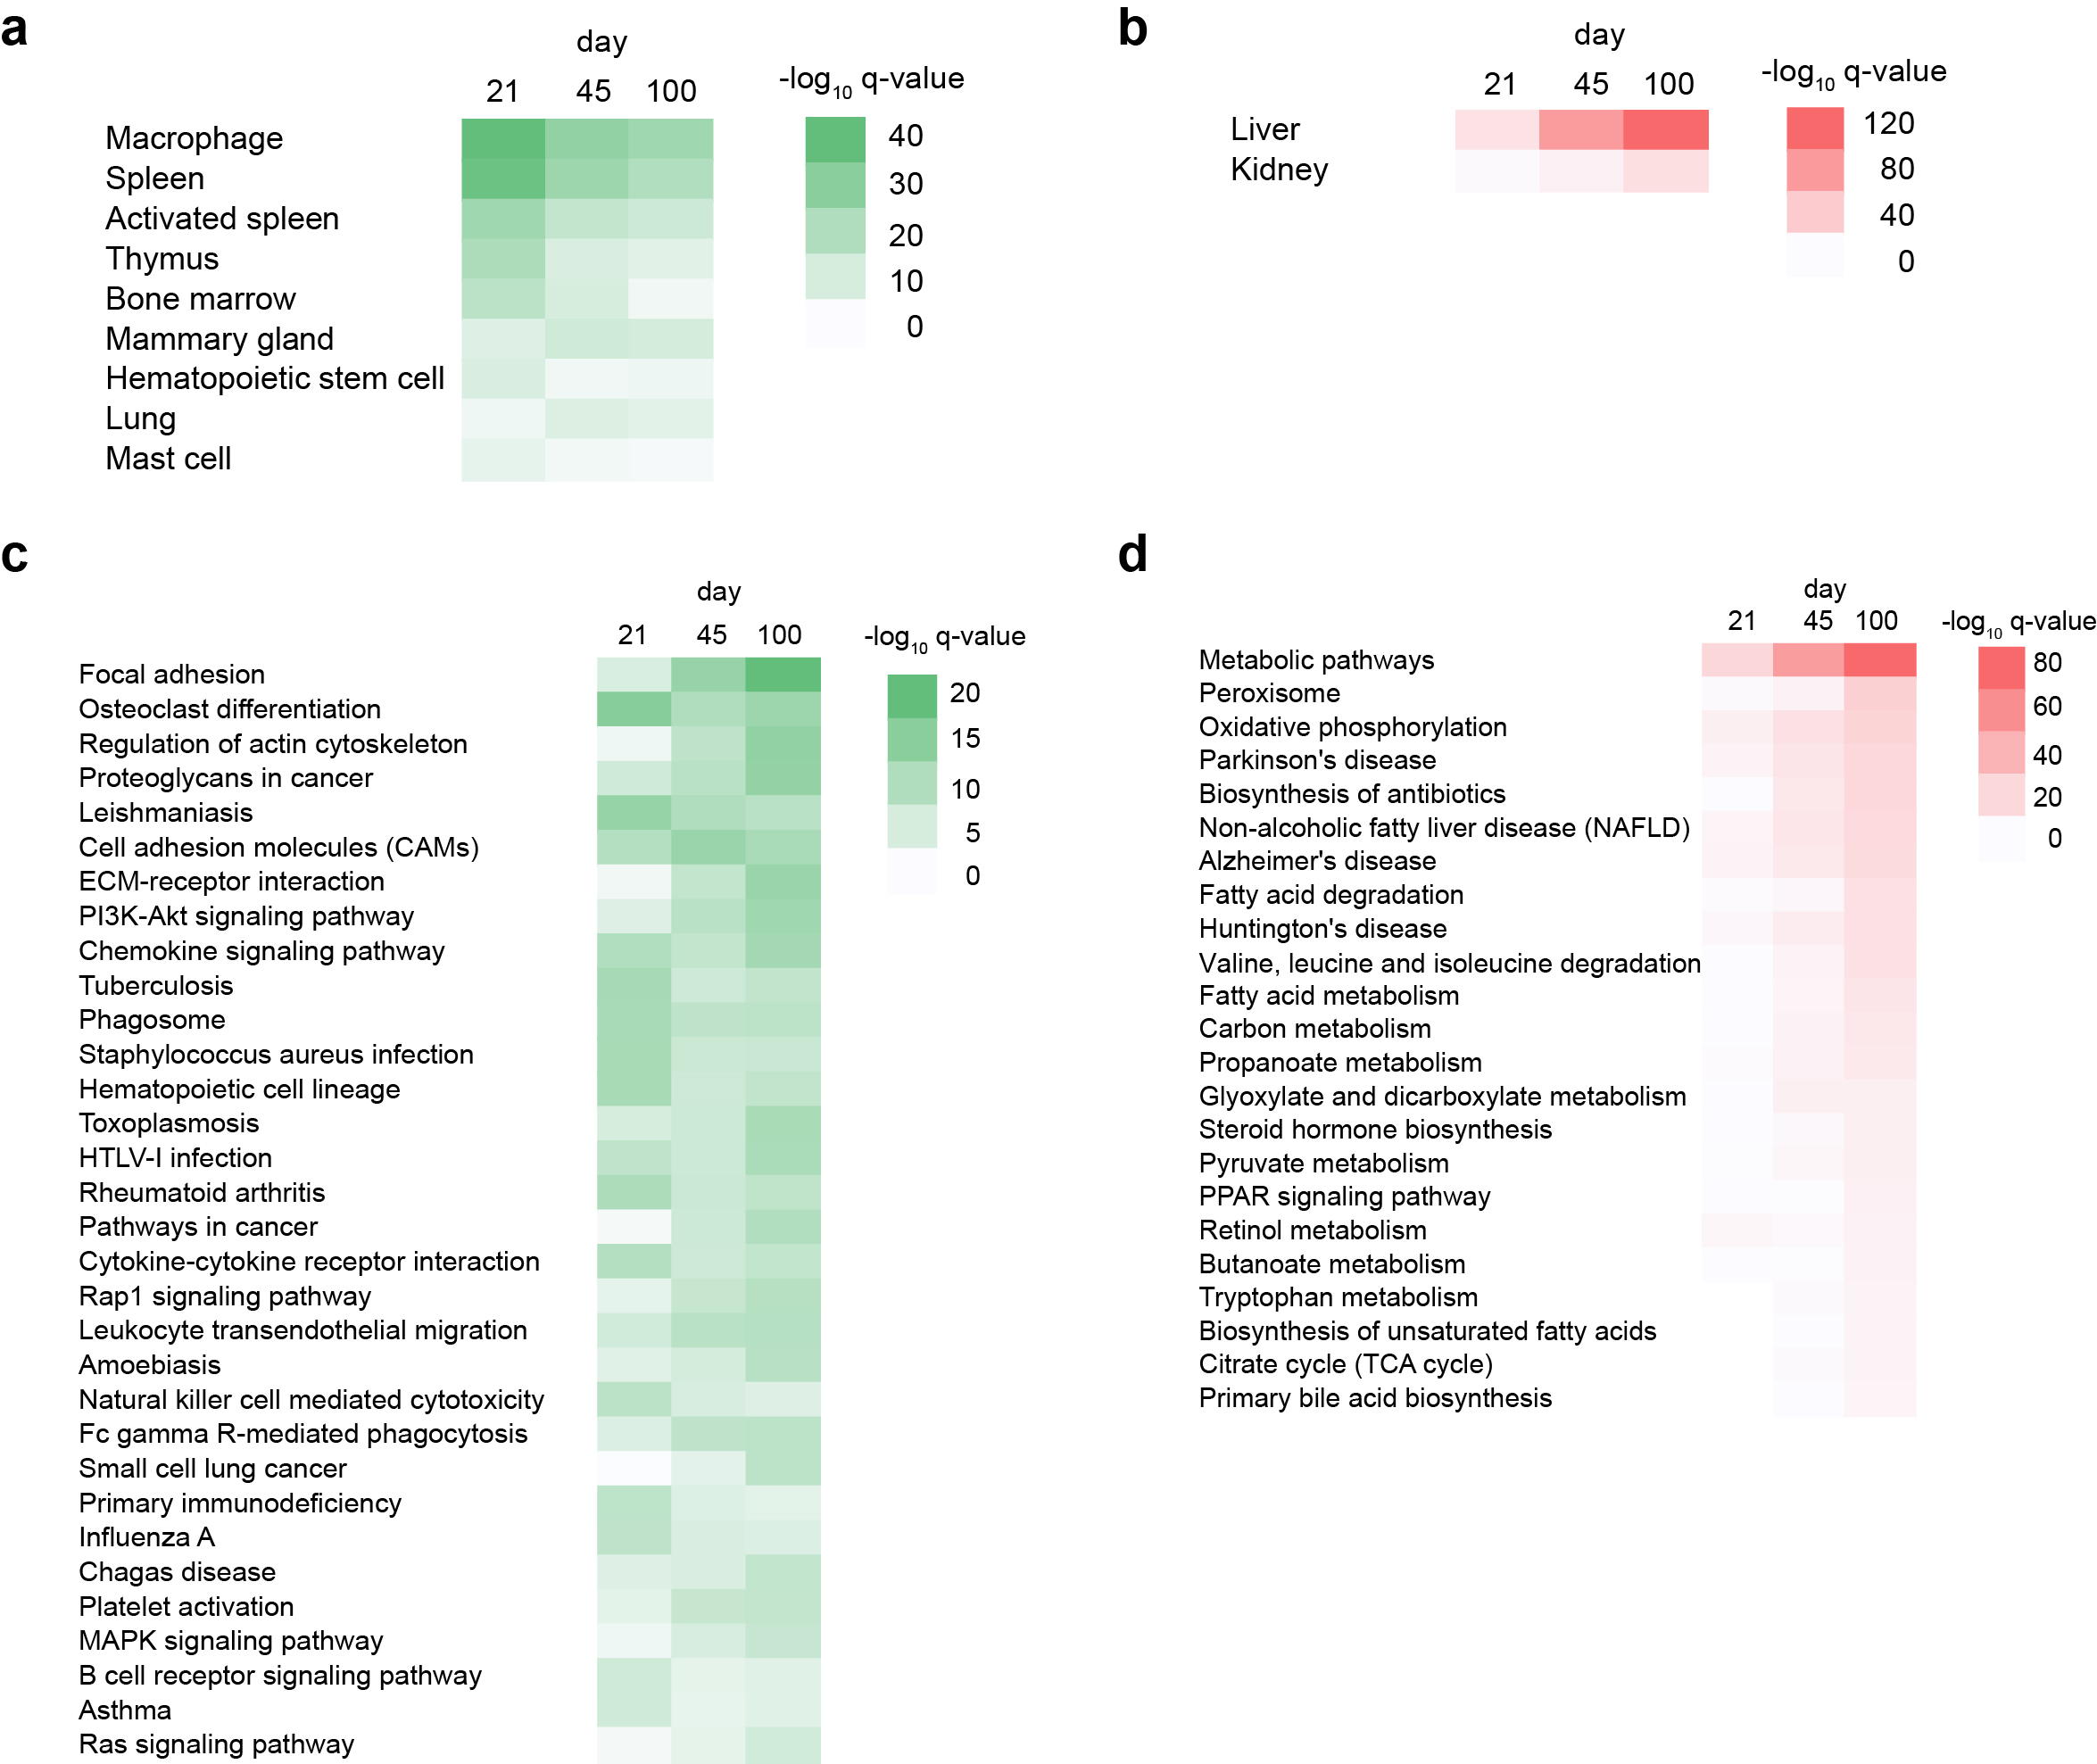

**Supplementary Figure 5** Gene ontology pathway analysis of top pathways impaired at 21, 45 and 100+200 days after Cre removal of miR-122 relative to control mice. **a,b** Tissue expression pattern of genes upregulated (**a**) or downregulated (**b**) in liver samples at various points after miR-122 excision. **c,d** KEGG pathways enriched in genes upregulated (**c**) or downregulated (**d**) after miR-122 excision.

**Supplementary Figure 6** Scenarios for microRNA function in the absence of miR-122.

**
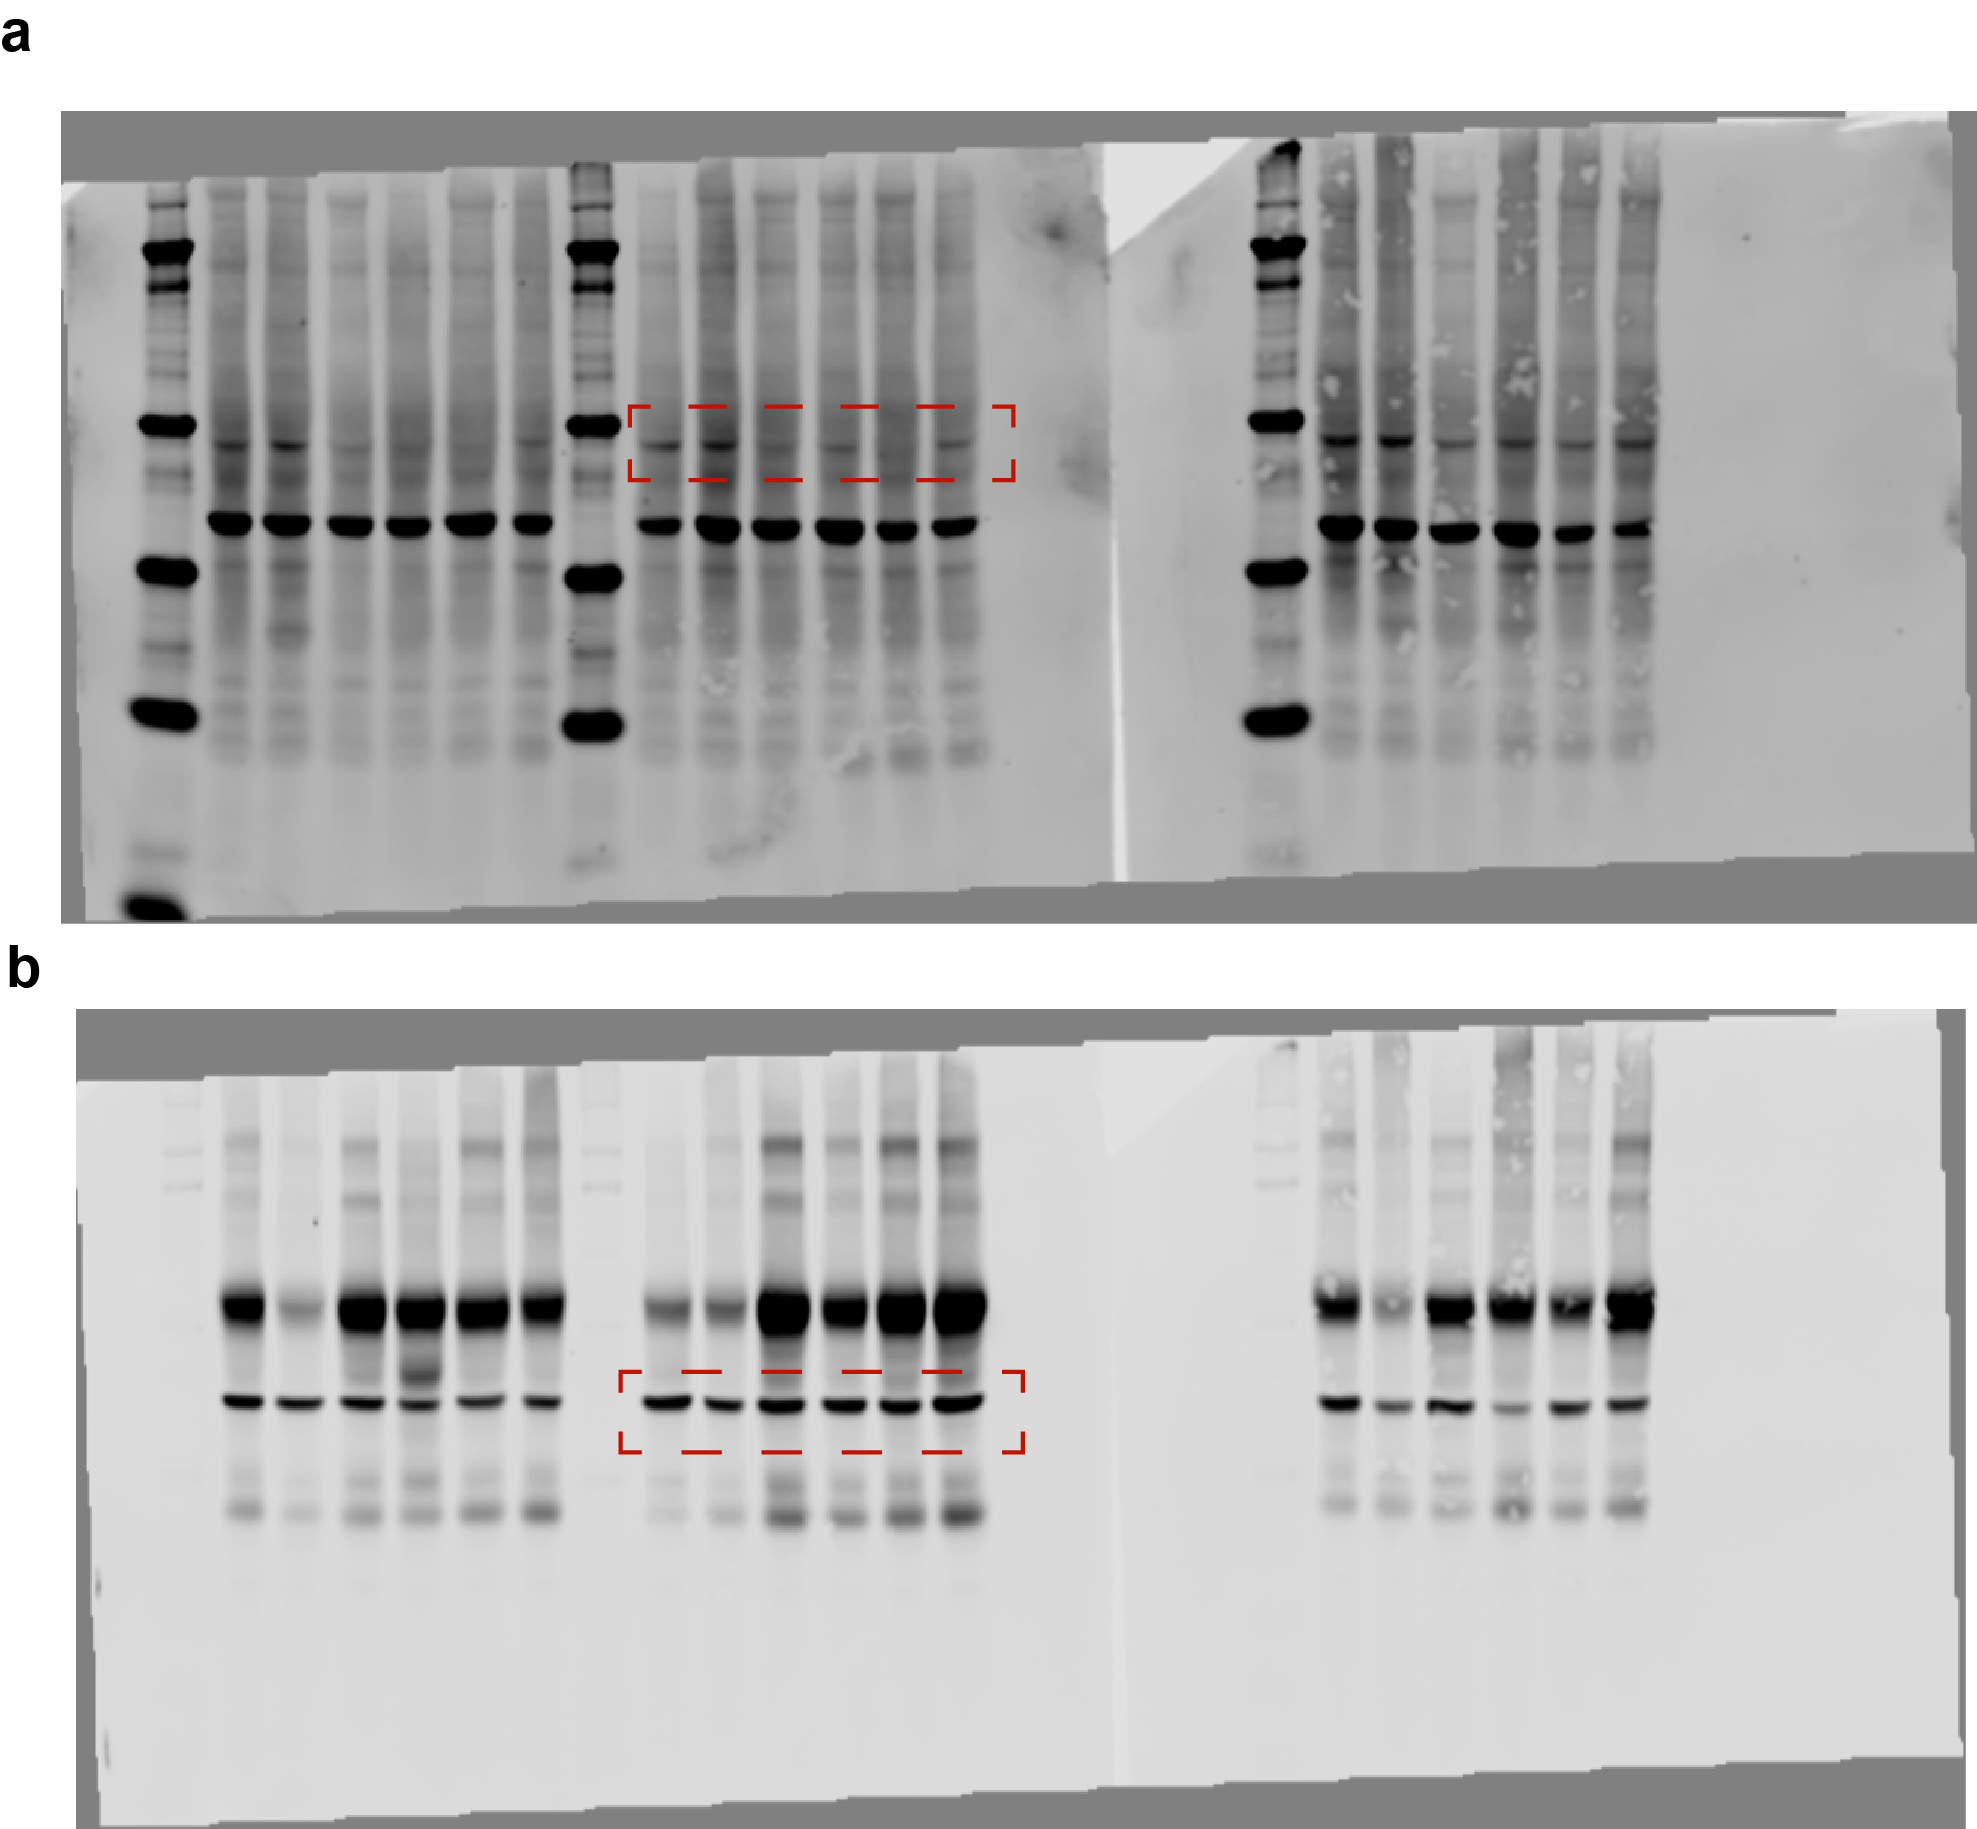
**

**Supplementary Figure 7** Uncropped western blots. Shown are uncropped blots for (**a**) Nr6a1and (**b**) Gapdh.

**Supplementary References**

1. Luna, J.M.*, et al.* Argonaute CLIP Defines a Deregulated miR-122-Bound Transcriptome that Correlates with Patient Survival in Human Liver Cancer. *Mol Cell* **67**, 400-410 e407 (2017).

# Supplementary material for: miR-122 removal in the liver activates imprinted microRNAs and enables more effective microRNA-mediated gene repression
**Source:** Nat Commun. 2018 Dec 14;9:5321. doi: 10.1038/s41467-018-07786-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Normalized microRNA read counts for mouse liver samples

File Name: Supplementary Data 2

Description: RNA sequencing normalized FPKM values for mouse liver samples

File Name: Supplementary Data 3

Description: Differential expression of predicted targets of microRNAs in the mouse liver

How the deposited data were processed for this re-analysis (not part of the article)

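Small RNA libraries of 42 livers were used. They come from 24 floxed mice (uninjected or between day 1 and day 200 after rAAV-Cre), 14 wild-type embryos and mice from E14 to P270, 2 LKO mice and 2 LKO mice that also received rAAV-Cre. RNA-seq libraries of 14 livers were used, from 11 floxed mice and 3 germline miR-122 knockout mice. Each library is 1 animal. The tables hold 43 and 19 columns, of which 42 and 14 are sample columns used here, and every sample column was mapped to its animal by its label. The sex of the mice is not given.

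For the small RNA libraries the authors trimmed adaptors, aligned the reads to mouse microRNAs with Bowtie, allowing mismatches, and scaled each library to RPM. The deposited RPM have 1 added to every value. The listed values add up to the same total in all but 3 libraries (E14 replicate A, P28 and P270 replicate A), which have less. After the added 1 was removed, the low values of each library are whole multiples of a step, which was taken as 1 read, and reads were recovered from it. How the authors counted reads that match several microRNAs is not stated. For RNA-seq the authors aligned paired reads of poly-A RNA with TopHat to the mm9 genome and deposited FPKM from Cufflinks, scaled to the upper quartile, with ribosomal, small nucleolar and mitochondrial sequences removed. FPKM do not hold fragment numbers, so no count model was fitted to them. The RNA-seq table has 22308 rows for 21888 symbols, and the rows of the 224 symbols with more than 1 row were summed.

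The floxed small RNA libraries hold 80092 to 866333 reads (median 534766, n = 24), and those of development and LKO 34105 to 929101 (median 380105, n = 18). A microRNA with no read may have a true count of up to 3 reads. Where 1 to 3 reads were seen at day 0, the 95% upper Poisson limit of that number was used for the least possible fold change. A share of 1 library is given with a 95% Wilson interval, which covers the counting of reads and not the difference between mice. Values of groups are means with the SD over mice.

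microRNAs other than miR-122 were divided by the sum of all reads except those of miR-122. limma 3.58.1 in R 4.3.3 (lmFit, contrasts with day 0, eBayes with trend) was run on log2(RPM + 1) of the microRNAs with a mean of at least 10 RPM, in 1 fit of days 0, 7, 14, 21 and 45. The reads of the 40 chr12qF1 microRNAs of Supplementary Figure 2, and of the 2 of the Igf2 locus, were summed per mouse and compared on the log2 scale with exact two-sided permutation tests, whose smallest p is 0.1 with 3 mice against 3 and with 2 against 3. The half-life was fitted by least squares to the miR-122 share, with an interval from 10000 resamples of mice. The correlation of chr12qF1 with miR-122 was tested with 100000 permutations.

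RNA-seq was compared with limma on log2(FPKM + 1) of genes with a mean of at least 1 FPKM, in 1 fit of 5 groups: day 0, day 21, day 45, days 100 and 200 together, and the knockout. p-values were adjusted by Benjamini-Hochberg within each comparison, with a threshold of 0.05. Predicted targets are those of Supplementary Data 3. A list's shift is its median log2 fold change minus that of all other tested genes. It was tested two-sided with limma's camera (preset correlation 0.01), adjusted over 20 tests of targets. The fry test, adjusted likewise, asks whether a set differs from day 0 by itself and does not test the shift. At day 45 the median of all tested genes is 0.20, and fry put the miR-21 targets upward beside a shift of −0.045. The let-7 list was given no test, since it holds fewer genes than the paper states. The same was done for 11 gene lists at day 45 (hepatocyte, macrophage, lymphocyte, endothelial, stellate and fibroblast, cholangiocyte, proliferation, fetal liver, oxidative phosphorylation, peroxisome, focal adhesion and matrix), which stand in for tissue and pathway terms that were not used here. Differences of these shifts between day 45 and day 21, and between the knockout and day 45, were tested with camera and adjusted over 32 tests. Genes at an FPKM of 0.1 or more were counted per library, and 5 groups of genes by their day 0 level were compared per mouse with exact permutation tests. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

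The single genes and microRNAs named are those the paper names that are in the tested tables, and for each table the 5 largest rises and the 5 largest falls at day 45 among those past the threshold whose 3 day 45 mice all lie on 1 side of the 3 day 0 mice. Some features were chosen after their values were seen. They are genes given as the most abundant of a list and genes listed at 0. The microRNAs outside the chr12qF1 and Igf2 loci, other than miR-802, were chosen so as well.

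The fits were tested on simulated data with the day 0 means and the spread within groups, genes drawn independently of each other. With 200 changed genes among 11354, the RNA-seq fit called 49% of changes of log2 1, 94% of log2 2 and 98.5% of log2 4, with 6 to 10 false calls. With 50 changed microRNAs among 253, the small RNA fit called 52%, 94% and 100% of changes of log2 2, 4 and 6, with 1 to 3 false calls. Lists of 200 genes moved by −0.1, −0.3 or −0.5 were called in 20 of 20 cases by camera and by fry, and 0 of 20 lists that were not moved were called by camera.

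The comparisons, tests and gene lists, and most of the alternatives, were fixed before the data were examined. These alternatives cover the scaling of libraries (equal upper quartiles, centring on the median ratio, the sum of all genes, quantile normalization, and for microRNAs all reads, or all but miR-122 and both imprinted loci), pseudocounts of 10 RPM and 0.1 FPKM, no filter and stricter filters of 100 RPM and 5 FPKM, the 2 compared groups alone, the replicate letter as a block, each library left out in turn, 10000 random gene lists drawn in 20 bins of expression, and other forms of the half-life. Chosen after seeing the data were limma voom on the recovered reads, a covariate for Y-chromosome transcripts, removal of each library's trend on transcript length (loess, span 0.4), removal of genes listed at 0 beside 10 FPKM or more in the same group, random lists matched on length as well, thinning to equal depth, knockout replicate C alone, and shares over the authors' total. edgeR and DESeq2 were planned for the recovered reads and not run, because the deposited values are not counts. Blots, histology and qPCR were not used here.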

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

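The tests of transcript length, scaling, hepatocyte share and read share in this part were chosen only after the result was seen. The counts of other splits of the libraries are the exception. All 25 results come from the 32 tested differences between groups of mice, or from microRNAs and genes the paper's text does not name.

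Day 45 and day 21 differ in their targets. In camera tests of the difference itself, the targets of miR-21 stood lower at day 45 than at day 21 relative to all other genes by a shift of −0.13 (191 genes, camera adjusted p 0.0010), those of miR-30 by −0.080 (818 genes, 0.012) and those of miR-410 by −0.075 (379 genes, 0.020). In each list 2 of 3 day 45 mice lay below all 3 day 21 mice. Single mice carry much of this. Without day 45 replicate C the shifts are −0.066, −0.045 and −0.049 and none passes, and without day 21 replicate B they are −0.074, −0.036 and −0.040 and miR-21 alone passes. With each library's trend on transcript length removed, the shift of miR-21 is −0.070 and still passes, which argues against length as the whole cause. For miR-30 (−0.050) and miR-410 (−0.042), length and time after rAAV-Cre cannot be told apart, because the corrected shifts keep the larger part of their size but no longer pass. Each group holds 1 mouse with Y-chromosome transcripts. The paper gives 1 lane of sequencing for the RNA-seq and no batch of library preparation, so no batch was tested, and a change with time stays open as an untested explanation.

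Day 45 and day 21 also differ in 7 gene lists. Cholangiocyte genes were higher at day 45 than at day 21 by 1.80 (10 of 10 genes, camera adjusted p 7.3e-11), fetal liver genes by 1.71 (9 of 11, 3.2e-07), stellate and fibroblast genes by 0.61 (17 of 17, 2.9e-04), proliferation genes by 0.57 (16 of 17, 1.2e-04) and focal adhesion and matrix genes by 0.38 (41 of 45, 1.9e-06). Hepatocyte genes shifted by −0.29 (7 of 24 higher, camera adjusted p 1.9e-06) and lymphocyte genes by −0.42 (4 of 18 higher, 7.9e-07). All 7 pass in each of the 6 fits that leave out 1 mouse. Without day 21 replicate C, the mouse highest in lymphocyte genes, that shift is −0.19, and without day 45 replicate B the stellate shift is 0.34. After quantile normalization the hepatocyte shift is −0.053 and does not pass, while the other 6 do.

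A lower share of hepatocyte RNA would raise the genes of all other liver cells alike. The cholangiocyte difference exceeds that of endothelial genes by 1.76, and the macrophage (0.25) and endothelial (0.038) differences do not pass, which argues against a lower hepatocyte share as the whole cause. What stays open is a change in the number of cholangiocytes or in the expression of their genes by other cells, which a whole liver library does not separate. Both were left untested.

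The knockout and day 45 differ in the targets of 4 microRNAs. Relative to other genes, the shift in the knockout against day 45 was −0.16 for miR-122 targets (25 of 129 genes higher, camera adjusted p 0.044), −0.27 for miR-21 (21 of 191, 5.5e-04), −0.26 for miR-30 (112 of 818, 4.4e-05) and −0.25 for miR-410 (50 of 379, 5.8e-04). These values rest on knockout mice A and B. Without A they are −0.082, −0.13, −0.13 and −0.12, and miR-30 alone passes. Without C they are −0.29, −0.52, −0.47 and −0.47. The miR-122 difference also misses the threshold without day 45 replicate A (−0.17) and without B (−0.16). With the length trend removed the 4 shifts are −0.060, −0.17, −0.14 and −0.10 and none passes.

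Against day 0, the knockout shift with the length trend removed was −0.27 for miR-21, past the threshold, which argues against length as the whole cause. For miR-30 it was −0.16 and no longer past, so that length and the knockout cannot be told apart, since the larger part of the shift is left without passing the test. For miR-410 it was −0.12, and a trend of length is a candidate explanation. The knockout mice are not floxed mice, and whether both share a background is not given. Differences of strain and colony therefore stay open beside the knockout itself, untested.

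Knockout and day 45 livers differ in 5 gene lists. Hepatocyte genes were higher in the knockout by 0.53 (15 of 24, camera adjusted p 1.1e-04), fetal liver genes by 0.31 (6 of 11, 0.044) and oxidative phosphorylation genes by 0.38 (48 of 83, 1.9e-06). Macrophage genes shifted by −0.42 (1 of 21 higher, camera adjusted p 0.012) and endothelial genes by −0.37 (1 of 16, 0.0030). Without knockout replicate C, which parts from A and B, hepatocyte (0.31), macrophage (−0.036), endothelial (−0.39) and fetal liver (0.20) differences do not pass. Without day 45 replicate A the fetal liver difference is 0.0027 and does not pass, and without B it is 0.61. Without knockout replicate A that of oxidative phosphorylation is 0.20 and of macrophage genes −0.65, both past.

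Of these, the oxidative phosphorylation difference falls to 0.041 with the length trend removed and that of hepatocyte genes to 0.037 after quantile normalization, so a length trend and the scaling of the libraries are candidate explanations for them. The macrophage difference is −0.53 with the length trend removed and −0.60 after quantile normalization, both past the threshold, which argues against either as its whole cause. It depends on 1 mouse, and strain and colony stay open. Endothelial genes keep −0.20 with the length trend removed and −0.35 after quantile normalization, both past. Fetal liver genes (0.14 and 0.34) pass in neither. No biological explanation was tested for these lists.

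Among the 220 microRNAs outside the chr12qF1 and Igf2 loci, 20 were called at day 45 by limma. Whether any of them lies in another imprinted locus was not examined. The paper describes most microRNAs as unchanged, and its text names none of these 20. The largest changes by p are miR-200a (log2 2.66, limma adjusted p 9.3e-04), miR-181c (2.48, 0.0010), miR-200b (2.77, 0.0025), miR-34a (2.69, 0.0042), miR-429 (2.45, 0.0073), miR-155 (2.62, 0.0073), miR-342 (2.37, 0.011) and miR-802 (−3.14, 0.011). The others are miR-200c (2.60), miR-181b-2 (2.18), miR-296 (3.51), miR-205 (3.00), miR-466k (3.02), miR-15b (1.29), miR-466i (3.17), miR-195 (1.60), miR-214 (1.86), miR-146b (2.23), miR-1186 (3.06) and miR-298 (3.06). All but miR-802 were chosen after their values were seen. Without day 45 replicate C, miR-802 changed by −2.16 and did not pass, and without day 45 replicate B 10 of the 220 were called.

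These calls were made with miR-122 left out of the total, so reads freed by its loss do not enter them. With the chr12qF1 and Igf2 locus microRNAs left out of the total as well, 21 are called. Both values argue against a shift of read shares as the whole cause. The number is 13 to 131 over the other settings, highest when miR-122 stays in the total, and 15 (9 higher and 6 lower) with libraries centred on their median. Which liver cells hold these microRNAs was not tested, and a change in the mix of cells stays open.

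Rises at day 45 were ranked among tested genes past the threshold whose 3 day 45 mice all lie above the 3 day 0 mice. The 5 largest are H19 (log2 7.25), Ly6d (6.49), Igj (5.03), Meg3 (5.03) and Lcn2 (4.99), which the paper does not discuss. The limma adjusted p of H19 is 3.4e-04, of Ly6d 7.0e-04, of Igj 5.7e-04, of Meg3 4.4e-04 and of Lcn2 5.1e-04. All 3 mice of day 45 lie above all 3 of day 0 in each gene. From day 0 to day 45, Ly6d went from 2.57 to 378 FPKM, Igj from 0.736 to 59.9 and Lcn2 from 10.0 to 325. Igj is highest in day 21 replicate C (112 FPKM). All 5 passed in each fit that left out 1 mouse and with Y-chromosome transcripts as a covariate. A lower share of hepatocyte RNA would raise the genes of all other liver cells alike. Over the 3 mice the cholangiocyte shift at day 45 exceeds the endothelial shift by 1.76 (SD 0.552), so such a share alone would not give both shifts. The comparison does not measure the 5 genes as a set, so it cannot decide the cause of their rise. It replaced a first measure, the highest single gene of the 5 lists of other liver cells (3.85). That one had left the cause open because the 5 genes were picked as the largest rises. A lower share of hepatocyte RNA, a rise within cells and a change in the number of 1 kind of cell stay open. Blood or plasma cells as a source of Igj, and other cell states as a source of the others, were not tested. Without mice given a control vector, effects of rAAV or Cre stay open as well. In the knockout Igj averaged 6.79 FPKM, while H19, Ly6d, Meg3 and Lcn2 averaged 3025, 263, 59.0 and 1524.

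The 6 libraries of each comparison can be split into 3 and 3 in 10 ways, so that no share under 0.1 can be reached. Of 33 results of this kind, 21 were reached by the real split alone, 1 of 10. They are the numbers of changed microRNAs at days 7, 14, 21 and 45, the numbers of changed genes at day 21, at day 45 and in the knockout, the miR-122 targets at days 21 and 45, the miR-483 targets at day 45, and all 11 gene lists at day 45. Shifts as large came from more splits for the targets of miR-21, miR-30, miR-410 and miR-483 at day 21 (5, 5, 5 and 6 of 10) and in the knockout (3, 4, 4 and 3), for miR-21, miR-30 and miR-410 at day 45 (4, 7 and 4), and for miR-122 targets in the knockout (6).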

How the results depend on the processing

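No test of an explanation in this part was chosen only after the result was seen. The settings chosen after seeing the data are voom, the Y-chromosome covariate, the length trend, the removal of genes listed at 0, random lists matched on length, thinning, knockout replicate C alone and shares over the deposited total. Results that answer a comparison were recomputed 938 times under other settings. Of these, 819 kept their direction and call, or stayed close in size where no test applies, and 119 did not. 36 fell short of the threshold, 6 newly passed it, 33 reversed and 44 moved in size. For single genes, microRNAs and libraries 517 of 566 held and 49 did not (26, 9, 11 and 3). The cause of a change was not tested unless it is named. edgeR and DESeq2 were planned and not run, because the deposited values are scaled and carry an added 1.

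Small RNA. Summed with the added 1, the Igf2 locus at day 14 turned to −0.74, by construction where a library holds almost no such read. The half-life was 5.30 days for the ratio to other microRNAs, 7.26 days for a straight line and 10.1 days with a free plateau. A pseudocount of 10 RPM left 5 microRNAs at day 21, a filter of 100 RPM 28 at day 45, where fewer are tested, and centring 1 at day 14 and 7 at day 21. With miR-122 in the total, 148, 151 and 164 were called at days 14, 21 and 45, and let-7a-2 (1.42), miR-1-1 (0.72) and miR-30e (1.20) turned upward, since all other shares grow as miR-122 is lost. voom moved none of the 4 counts beyond 1.5 times. Over the deposited total, the miR-122 share was 0.288% in E14 replicate A, 54.9% in P28 and 40.5% in P270 replicate A.

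Genes. Quantile normalization left 531 genes at day 21 and 2012 at day 45, and no filter gave 5816 at days 100 and 200. A filter of 5 FPKM, with fewer genes tested, gave 484 at day 21, 1477 at day 45, 1679 at days 100 and 200 and 2431 in the knockout. With the 2 compared groups alone there were 1774 at day 21 and 1109 in the knockout. Groups of genes formed over all 14 libraries put the highest at 0.017 at day 45.

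With the replicate letter as a replicate block, 470 genes were called at day 21 instead of 865, and the other 32 comparisons run with it held. Deviations of each mouse from its group mean were correlated across genes between mice of the same letter. In RNA-seq r was 0.27, 0.24 and 0.50 between days 21 and 45, and −0.45 to 0.32 between day 0 and the other groups. In small RNA r was −0.23 to 0.35. The letters therefore do not pair the mice in comparisons with day 0.

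Targets. With the estimated correlation, camera no longer passed the miR-122 targets (0.38 at day 21, 0.39 at day 45, 0.42 at days 100 and 200, 0.12 in the knockout) or those of miR-21 (−0.42), miR-30 (−0.28) and miR-410 (−0.27) in the knockout. fry did not pass these 4 in the knockout either. The miR-122 targets in the knockout also fell short with a pseudocount of 0.1 FPKM (0.14), without a filter (0.12) and with the 2 groups alone (0.12). At days 100 and 200, miR-21 turned to 0.012 with equal upper quartiles and 0.0098 with a pseudocount of 0.1 FPKM, and miR-21, miR-30 and miR-410 to 0.014, 0.0082 and 0.011 with the Y-chromosome covariate.

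Without a filter, shifts turned to 0.0077 for miR-483 at day 21, to 0.043, 0.058 and 0.051 for miR-21, miR-30 and miR-410 at day 45, and to 0.094, 0.097, 0.091 and 0.087 for these and miR-483 at days 100 and 200. With a filter of 5 FPKM they turned to 0.022 for miR-483 at day 21, to 0.027 and 0.0068 for miR-30 and miR-410 at day 45, and to 0.056, 0.052, 0.012 and 0.052 for the 4 at days 100 and 200. In that setting miR-30 passed at day 21 (0.11) and miR-410 in the knockout did not (−0.29). None of the turned shifts passed. With the length trend removed, miR-21, miR-30 and miR-410 turned to −0.0037, −0.0085 and −0.0030 at day 21, and miR-30 (−0.16) and miR-410 (−0.12) in the knockout fell short.

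Random lists matched on expression passed miR-30 at day 21 (0.043), day 45 (−0.049) and days 100 and 200 (−0.046). Those matched on length as well passed it at day 45 (−0.048) and days 100 and 200 (−0.044), and with them miR-410 at day 21 (−0.00088) and miR-483 in the knockout (0.036) turned. Knockout replicate C alone had 0.060, 0.060 and 0.075 for miR-21, miR-30 and miR-410.

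Gene lists at day 45. With the estimated correlation none of the 11 passed: hepatocyte (−0.37), macrophage (1.30), lymphocyte (0.97), endothelial (0.43), stellate and fibroblast (1.37), cholangiocyte (2.22), proliferation (1.10), fetal liver (2.83), oxidative phosphorylation (−0.57), peroxisome (−0.30), and focal adhesion and matrix (0.91). fry did not pass the hepatocyte and peroxisome lists, and neither did quantile normalization (−0.089 and −0.17). Removing the genes listed at 0 beside 10 FPKM changed none of the 35 comparisons it was run for.

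Leaving out 1 library kept 300 of 331 comparisons. microRNAs at day 7 ran from 0 (without day 0 replicate C, day 7 replicate A or B, with 8, 7 and 7 at an unadjusted p under 0.05) to 2 (without day 0 replicate B or day 7 replicate C). At day 14 they ran from 1 (without day 14 replicate B) to 14 (without day 0 replicate B), and at day 21 from 5 (without day 21 replicate C) to 27 (without day 0 replicate B), with 7 without day 0 replicate A or C. Genes at day 21 ran from 243 (without day 21 replicate C) to 643 (without A), with 312 and 253 without day 0 replicates A and B and 379 without day 21 replicate B. At day 45 they ran from 1781 (without day 45 replicate B) to 2741. In the knockout they ran from 1630 (without B) to 7088 (without C), with 1986 without A, and 2144 and 2543 without day 0 replicates B and C. Leaving out day 100 or day 200 leaves 1 mouse, so those values carry no test.

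Target shifts at day 21 ran from −0.061 to 0.011 (without day 0 replicate B) for miR-483. At day 45 they ran from −0.093 to 0.014 (without day 0 replicate B) for miR-30, with 0.0074 without day 45 replicate C. At days 100 and 200 they ran from −0.077 to 0.018 for miR-30 and from −0.081 to 0.038 for miR-410, both highest without day 200, with 0.010 and 0.019 without day 0 replicate B. In the knockout they ran from −0.082 (without C) to 0.31 (without A) for miR-122, which also missed the threshold without day 0 replicate A (0.087). The shifts of miR-21 (−0.66 to −0.21), miR-30 (−0.48 to −0.15) and miR-410 (−0.45 to −0.12) were lowest without C, and without A they did not pass. Single features at day 45 turned as well: let-7a-2 (−0.72 to 0.24 without day 0 replicate C), miR-1-1 (−1.39 to 0.074 without day 0 replicate C), miR-21 (1.52 to −0.34 without day 0 replicate C), Srsf7 (−0.22 to 0.080 without day 45 replicate C) and Stag2 (−0.19 to 0.033 without day 0 replicate B).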

Differences from the paper's values

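The random lists matched on length and the fit of Nr6a1 with the length trend removed are the tests in this part that were chosen only after the result was seen. The other alternatives compared with the paper's values here were set before the data were examined.

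The paper gives 40% miR-122 for day 200. The 1 liver analysed here holds 19.1% of microRNA reads, and no alternative set before the data were examined applies to this value.

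For predicted targets, the medians of the log2 fold changes that the paper lists in Supplementary Data 3 are set against the medians of the fit on the deposited FPKM. For miR-122 targets the paper has 0.401 at day 45 and 0.402 at days 100 and 200, against 0.59 and 0.73 here. With equal upper quartiles the values are 0.51 and 0.53 and with libraries centred on the median log ratio 0.37 and 0.42. These close the gap, which here means the paper's sign and a distance from its median within the SD of the value. That SD is 0.13 at day 45 and 0.15 at days 100 and 200. Leaving out day 45 replicate B (0.51) also closes the gap at day 45. The sum of all genes, quantile normalization, a pseudocount of 0.1 FPKM, no filter or a filter of 5 FPKM, and the 2 groups alone leave it open at both times, as does the replicate block at day 45, the time it was run for.

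For the other microRNAs the paper's medians are negative where those here are positive. At day 45 they are −0.1335 in the paper against 0.16 here for miR-21, −0.1175 against 0.15 for let-7, −0.107 against 0.17 for miR-30, −0.117 against 0.16 for miR-410 and −0.1855 against 0.091 for miR-483. Of the alternatives set before the data were examined, centring each library closes the gap in all 5 (−0.058, −0.062, −0.044, −0.050 and −0.12), and so does quantile normalization (−0.17, −0.18, −0.16, −0.15 and −0.17). None of the others does, including leaving out any mouse. Centring moves the median of all tested genes from 0.20 to −0.015 at day 45 and so lowers every list by a like amount. The change of sign therefore follows from the scaling and says nothing about targets relative to other genes.

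At days 100 and 200 the paper's medians are −0.073 for miR-21, −0.071 for let-7, −0.105 for miR-30, −0.122 for miR-410 and −0.119 for miR-483, against 0.29, 0.32, 0.29, 0.28 and 0.28 here. Centring closes the gap for miR-21 (−0.023), miR-30 (−0.024), miR-410 (−0.029) and miR-483 (−0.031) and not for let-7. Quantile normalization closes it for all 5 (−0.20, −0.19, −0.20, −0.18 and −0.15). None of the others does. At day 21 the paper has −0.0375 for miR-483 against 0.028 here. Centring (−0.042), quantile normalization (−0.069) and leaving out day 21 replicate A (−0.0023) or B (−0.0044) close the gap, and the others do not.

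Of the 24 medians that Supplementary Data 3 allows to compare, 13 differ by this rule of sign and SD with FPKM as deposited. The number is 1 with libraries centred, 5 after quantile normalization, 11 with equal upper quartiles, 17 with the sum of all genes, 14 with a pseudocount of 0.1 FPKM, and 13 each without a filter, with a filter of 5 FPKM and with the 2 groups alone. With the replicate block it is 7 of the 18 medians that have such a fit.

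The paper describes the targets of the other microRNAs as lower at day 45 and later. Relative to other genes the shifts here are −0.045 for miR-21, −0.033 for miR-30, −0.039 for miR-410 and −0.11 for miR-483 at day 45, and −0.021, −0.025, −0.029 and −0.030 at days 100 and 200, and no camera test passes. Random lists matched on expression, set before the data were examined, call miR-30 at day 45 (−0.049) and at days 100 and 200 (−0.046). Random lists matched on length as well, chosen after seeing the values, also call it (−0.048 and −0.044).

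The paper takes qPCR of Nr6a1, Pdcd4, Srsf7 and Stag2 to bear out lower targets in its RNA-seq. In the deposited FPKM at day 45 their log2 changes are −0.53, −0.65, −0.088 and −0.064, and none passes in limma. Of the settings run, Nr6a1 passes with equal upper quartiles (−0.60), centring (−0.74), quantile normalization (−1.04) and the 2 groups alone (−0.53), all set before the data were examined, and with the length trend removed (−0.59), chosen after seeing the values. Pdcd4 passes with centring (−0.87) and with the 2 groups alone (−0.65). Srsf7 and Stag2 pass in none.

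The paper shows the highest group of genes as lower at day 45. Its mean over the 3 mice here is −0.053, just below the range of the 3 day 0 mice (−0.046 to 0.063), with an exact permutation p of 0.5. With equal upper quartiles it is −0.17.

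The paper has the fall of miR-122 begin by day 1 or day 2 after rAAV-Cre. The day 1 liver held 77.8%, above the 3 livers of day 0 (59.2 to 73.3%), and the day 2 liver, with 61.2%, lies between them. The day 3 liver, with 52.3%, lies below all 3.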

Other observations

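The tests of Rian, of length between knockout mice, of genes listed at 0 and of Supplementary Data 3 in this part were chosen only after the result was seen. The length trend, thinning and the Y-chromosome covariate are settings chosen after seeing the data.

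Targets at day 45 and transcript length. With each library's trend on transcript length removed, the shift of the miR-122 targets is 0.37 instead of 0.39, which argues against length as its cause. For miR-21 (−0.072), miR-30 (−0.052), miR-410 (−0.064) and miR-483 (−0.13), length and the loss of miR-122 cannot be told apart, because these shifts do not pass the camera test with or without the trend.

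More genes expressed at day 45. Day 45 livers had 1104 more genes at 0.1 FPKM or more than day 0 livers. The difference is 1049 after thinning all libraries to the lowest depth and 1035 with equal upper quartiles, which argues against depth and scaling as the cause. A lower share of hepatocyte RNA would raise the genes of other cells alike. Over the 3 mice the cholangiocyte shift exceeds the endothelial shift by 1.76, but these lists do not measure the added genes. A lower hepatocyte share therefore stays open for their number. Among genes sorted by their level, the lowest group exceeded the highest by 1.21, and by 1.17 with groups and reference taken from different mice, which argues against regression to the mean. A change in expression or in the mix of cells stays open.

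Imprinted loci. The chr12qF1 microRNAs rose by a log2 of 7.03 at day 45 with miR-122 left out of the total, so that reads freed by its loss are not the cause. A lower share of hepatocyte RNA would raise the genes of all other cells alike. Rian, which the paper names, rose above the highest median of the 5 lists of other liver cells in each of the 3 mice of day 45, by 2.16 on average, which argues against such a share as the whole cause. This measure replaced a first one, the highest single gene of these lists, which rose by 3.85 against 4.59 for Rian and had left the cause open. More cells of a kind that holds Rian, or a rise within cells, stay open and were not tested. The loci do not rise together in each mouse. In small RNA, day 45 replicate C had 6.61% chr12qF1 reads and 9.52 RPM from the Igf2 locus. In RNA-seq, Igf2 had 39.8, 255 and 3.66 FPKM in day 45 replicates A, B and C, H19 had 392, 845 and 66.3, Rian had 12.0, 45.6 and 38.9, and Meg3 had 12.7, 89.4 and 61.3. What sets the loci apart was not tested.

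Livers of LKO mice. Of the 2 LKO mice, replicate A had 9.38% miR-122, 1.48% chr12qF1 reads and 7143 RPM from the Igf2 locus, and replicate B had 3.09%, 6.97% and 53.04 RPM. The 2 LKO mice given AAV-Cre had 0.837% and 1.11% miR-122 (0.976 ± 0.196), 6.01% and 9.21% chr12qF1 reads, and 5613 and 3912 RPM from the Igf2 locus.

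Half-life of miR-122. The percentage of reads is bounded, and while miR-122 holds most reads a loss moves it little. The ratio to all other microRNAs has no such bound and gives 5.30 days instead of 9.17, so saturation of the percentage is a candidate explanation for the longer value.

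Sex of the mice. Y-chromosome transcripts are present in day 0 replicate B, day 21 replicate C, day 45 replicate C and knockout replicate C, and absent at days 100 and 200. With these transcripts as a covariate, 3568 genes are called at days 100 and 200 instead of 3592, which argues against sex as the cause of that number.

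Knockout mice. Replicates A and B lie apart from C. The SD of the log2 ratio of their mean to C is 0.925, where pairs of floxed mice of 1 group reach 0.601. Without the genes that differ with Y-chromosome transcripts the values are 0.874 and 0.417, which argues against sex as the whole cause. The ratio to C has a rank correlation with length of at most −0.42 in size, within floxed pairs (−0.47). A rank correlation does not measure the size of a difference. The SD of the log2 ratio of A to C is 0.969, against 0.595 in the floxed pair with −0.47, so length stays open. Batch, colony and state of the liver were not tested.

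Genes listed at 0. 35 genes are listed at 0 FPKM in a library of a group in which another library has 10 FPKM or more, and 8 of these stand beside 1000 FPKM or more. Alb is at 0 in all 14 libraries and Trf in 11 of 14, with 6279, 7843 and 12616 FPKM in the others. A failed estimate for very abundant genes is a candidate explanation.

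Supplementary Data 3. Over 1768 genes, the paper's log2 fold changes differ from the ratios of the deposited mean FPKM by a near constant at day 21, at day 45 and at days 100 and 200, but not in the knockout. The median difference is −0.086 at day 21, −0.30 at day 45, −0.44 at days 100 and 200 and 0.056 in the knockout, with interquartile ranges of 0.0488, 0.0272, 0.0473 and 0.176. The shares of genes within 0.05 of the median are 86.4%, 96.9%, 85.9% and 29.0%. Another scaling of the libraries is a candidate explanation at day 45, where the range is narrowest. The near constant differences leave it a candidate at day 21 and at days 100 and 200 as well. A single scaling does not account for the spread in the knockout, whose cause was not tested. The miR-483 targets part from this. Gene by gene their day 45 values correlate with the ratios at r 0.21, with an interquartile range of the difference of 0.730. With both columns sorted the range is 0.0256, so values set beside other gene names are a candidate explanation.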
